# Telomere repeats induce domains of H3K27 methylation in Neurospora

**DOI:** 10.7554/eLife.31216

**Published:** 2018-01-03

**Authors:** Kirsty Jamieson, Kevin J McNaught, Tereza Ormsby, Neena A Leggett, Shinji Honda, Eric U Selker

**Keywords:** H3K27, telomere repeats, position effect, chromosome rearrangements, polycomb repressive complex 2, *N. crassa*

## Abstract

Development in higher organisms requires selective gene silencing, directed in part by di-/trimethylation of lysine 27 on histone H3 (H3K27me2/3). Knowledge of the cues that control formation of such repressive Polycomb domains is extremely limited. We exploited natural and engineered chromosomal rearrangements in the fungus *Neurospora crassa* to elucidate the control of H3K27me2/3. Analyses of H3K27me2/3 in strains bearing chromosomal rearrangements revealed both position-dependent and position-independent facultative heterochromatin. We found that proximity to chromosome ends is necessary to maintain, and sufficient to induce, transcriptionally repressive, subtelomeric H3K27me2/3. We ascertained that such telomere-proximal facultative heterochromatin requires native telomere repeats and found that a short array of ectopic telomere repeats, (TTAGGG)_17,_ can induce a large domain (~225 kb) of H3K27me2/3. This provides an example of a *cis*-acting sequence that directs H3K27 methylation. Our findings provide new insight into the relationship between genome organization and control of heterochromatin formation.

## Introduction

Methylation of lysine 27 on histone H3 (H3K27me) has emerged as an important repressive mark of the Polycomb group (PcG) system, which is critical for development in higher organisms. PcG proteins were initially discovered in *Drosophila melanogaster* as repressors of homeotic (*HOX*) genes during early embryogenesis (Lewis, 1978) and play integral roles in the maintenance of cellular identity and differentiation in a variety of eukaryotes. Moreover, dysfunction of the PcG system commonly leads to disease, including cancer (Piunti and Shilatifard, 2016; Conway et al., 2015). Biochemical work demonstrated that PcG proteins form two distinct histone-modifying complexes known as Polycomb Repressive Complex 1 and 2 (PRC1 and PRC2) (Müller et al., 2002; Wang et al., 2004). PRC1 mono-ubiquitinates lysine 119 on histone H2A (H2AK119ub1) with its E3-ubiquitin ligase subunit, Ring1, while PRC2 catalyzes mono-, di-, and trimethylation of histone H3 lysine 27 (H3K27me1/2/3) by its SET-domain component, EZH2 (Müller et al., 2002; Wang et al., 2004). PRC2, but not PRC1, is widely conserved in eukaryotes, including the filamentous fungus *Neurospora crassa,* but is absent in some simple eukaryotes such as the well-studied yeasts *Saccharomyces cerevisiae* and *Schizosaccharomyces pombe* (Jamieson et al., 2013). H3K27me2/3 covers approximately 7% of the *N. crassa* genome, including about 1000 fully-covered genes, all of which are transcriptionally quiescent (Jamieson et al., 2013; Galazka et al., 2016). The greater than 200 H3K27me2/3 domains, which range from 0.5 to 107 kb, are widely distributed throughout the genome but are enriched at subtelomeric regions (Jamieson et al., 2013), as also reported for other fungi (Schotanus et al., 2015; Dumesic et al., 2015; Studt et al., 2016; Connolly et al., 2013).

In *D. melanogaster*, DNA regulatory regions known as Polycomb Response Elements (PREs) recruit PcG proteins to specific chromatin targets to maintain transcriptional silencing (Steffen and Ringrose, 2014). Recently, similar *cis*-acting elements have been detected in *Arabidopsis thaliana* (Xiao et al., 2017). In vertebrates and other organisms, however, the mechanism by which PcG proteins are directed to particular loci is elusive (Bauer et al., 2016). We show that the control of H3K27 methylation is fundamentally different from that of epigenetic marks in constitutive heterochromatin. Not only is the genomic distribution of H3K27 methylation much more plastic than that of H3K9 methylation (Jamieson et al., 2016; Mathieu et al., 2005; Deleris et al., 2012; Lindroth et al., 2008; Reddington et al., 2013; Hagarman et al., 2013; Wu et al., 2010), but also, unlike DNA methylation and methylation of histone H3K9, which are faithfully methylated *de novo* when introduced at arbitrary ectopic genomic sites (Miao et al., 1994; Selker et al., 1987), we show that H3K27 methylation is often position-dependent. We further demonstrate that telomere repeats underpin the observed position effect on H3K27me by showing that loss of telomerase abolishes subtelomeric H3K27me2/3 and that artificial introduction of telomere repeats at interstitial sites trigger deposition of H3K27me2/3. That is, telomere repeats themselves are both necessary for subtelomeric H3K27me2/3 and sufficient to trigger ectopic H3K27 methylation at internal chromosomal sites.

## Results

### Analyses of classical chromosome rearrangements suggest that proximity to a chromosome end is key to subtelomeric H3K27 methylation

To search for *cis-*acting sequences that trigger facultative heterochromatin formation in *N. crassa*, perhaps analogous to PREs in *D. melanogaster*, we dissected a 47 kb H3K27me2/3 domain on linkage group (LG) VIL. A series of eight, partially overlapping, three kb fragments from this domain were separately targeted to both the *his*tidine *3* (*his-3*) and the *c*yclo*s*porin A *r*esistance *1* (*csr-1*) euchromatic loci in a strain in which we had deleted the endogenous H3K27me2/3 domain (Figure 1—figure supplement 1A). H3K27me2/3 chromatin immunoprecipitation (ChIP) followed by qPCR demonstrated the absence of *de novo* H3K27me2/3 within all eight segments when transplanted to either *his-3* or *csr-1* (Figure 1—figure supplement 1B and C).

To address the possibility that the failure to induce H3K27me2/3 in the transplantation experiments was simply due to the size of the test fragments, we utilized strains with large chromosomal rearrangements (Perkins, 1997). 

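Input DNA of 9 isolates was sequenced, 1 library each, so no replicate error can be given for the positions that follow. The deposited files list the junctions that LUMPY called in each isolate, with the number of supporting reads and an evidence score. Discordant read pairs and split reads were called separately. The depth of the sequencing is not in these files, so a junction that was not called could not be given an upper limit. The 9 isolates had 2782 calls, 2127 from read pairs and 655 from split reads. A call was taken as specific to an isolate when no other isolate had a call with both ends within 1000 bp, and 14.5% to 69.0% of an isolate's calls met this rule. A minimum of 10 supporting reads lowered the specific calls of ALS159 from 45 to 4 and those of OY350 from 47 to 5. Positions are those of the calls, on the corrected genome assembly that Supplementary file 4 also uses. In UK3-41, the split-read call joining LG V at 3897193 to LG V at 5776548 had 5 supporting reads, and the read-pair call at the same place had 6. The junction of LG V at 5776548 with LG VI at 105931 had 7 split reads and 15 read pairs. Neither junction was called in any of the other 8 isolates. The distance between the LG V ends was 1879355 bp, or 1.88 Mb.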

We first examined translocations that involved the H3K27me2/3 domain on LG VIL that we had dissected, starting with UK3-41, an insertional translocation strain that has an approximately 1.88 Mb segment of LG VR inserted into a distal position on LG VIL (Figure 1A). The translocation shifted most of LG VIL to a more interior chromosomal position. Interestingly, H3K27me2/3 ChIP-seq of UK3-41 showed an absence of H3K27me2/3 in the region that was displaced from the chromosome end (lost H3K27me2/3; indicated in orange in Figure 1A). This result is consistent with our finding that transplantation of segments from this region did not induce methylation at *his-3* or *csr-1* and suggests that the normal methylation of this subtelomeric domain is position-dependent.

**Figure 1.**
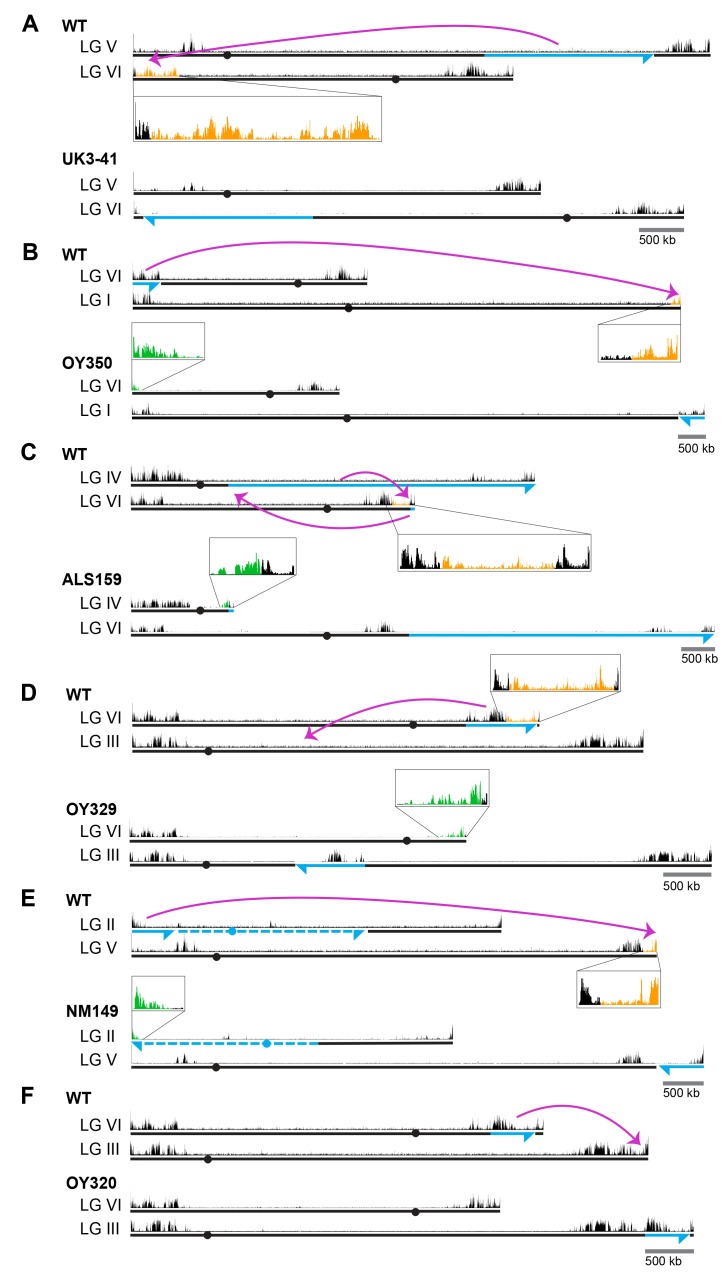
Chromosomal rearrangements are associated with altered H3K27me2/3. (**A–F**) Schematics show the movement (magenta curved arrows) of translocated segments and the resulting chromosomal rearrangements for six translocation strains. ChIPs were done on biological triplicates and pooled for sequencing. Solid and dashed blue lines indicate source of translocated segments while arrowheads indicate directionality of rearranged segments. H3K27me2/3 ChIP-seq tracks of WT and translocation strains are displayed above chromosome diagrams with zoom-in sections in boxes. H3K27me2/3 signals that were lost in translocation strains are shown in orange, H3K27me2/3 signals gained are indicated in green and invariant H3K27me2/3 signals are shown in black. Circles indicate centromeres. Gains and losses of H3K27me2/3 were confirmed by qPCR (Figure 1—figure supplement 4).

**Figure 1—figure supplement 1.**
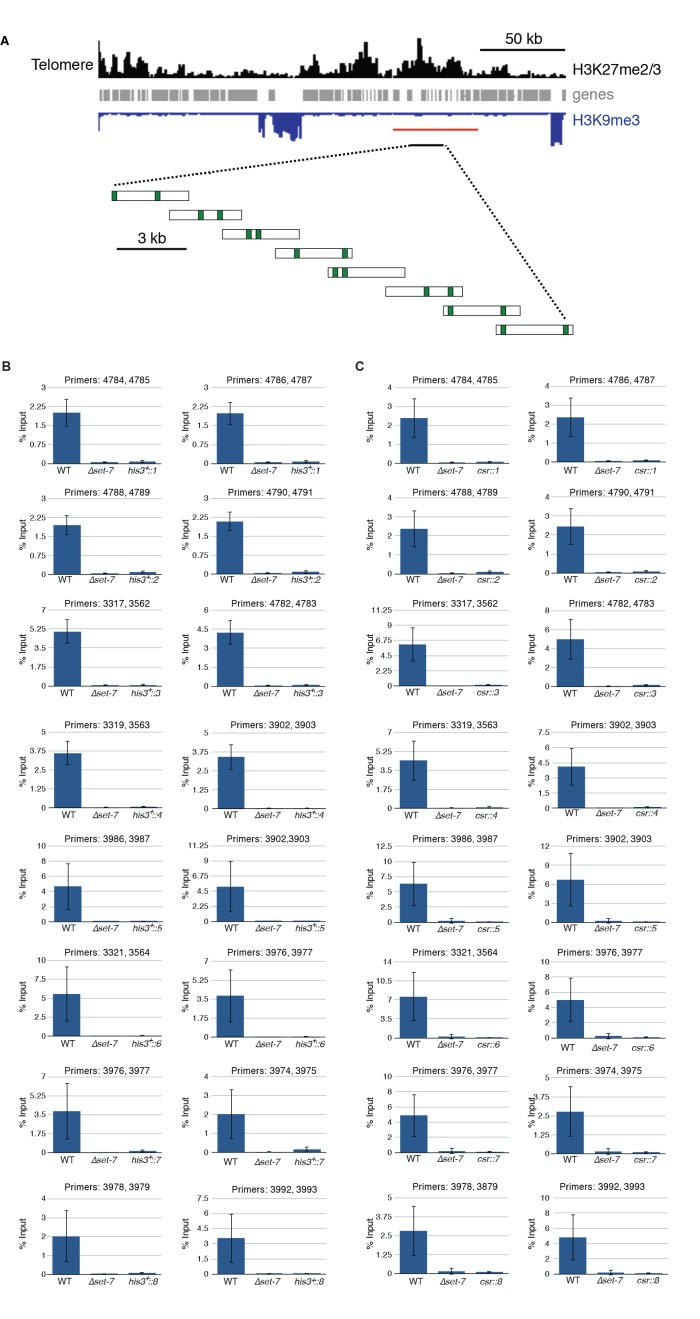
Three kilobase segments from a natural H3K27me2/3 domain are insufficient to trigger *de novo* H3K27me2/3 at ectopic loci. (**A**) Distribution of H3K27me2/3 (black), genes (gray) and H3K9me3 (blue, inverted) are displayed for the left subtelomere of LG VI (Jamieson et al., 2013). The red bar indicates the region deleted for the transplantation experiments. The eight three kb segments (expanded below the black bar) were targeted to the *his-3* and *csr-1* loci. Green vertical bars represent the locations of qPCR primer pairs used in H3K27me2/3 ChIP experiments. H3K27me2/3 ChIP-qPCR indicates the absence of ectopic H3K27me2/3 in strains containing regions 1–8, each separately targeted to (**B**) *his-3* and (**C**) *csr-1*. Each ChIP experiment was performed in biological triplicate; qPCR analyses were performed on each sample in technical triplicate. Bars represent means of biological triplicates and error bars show standard deviation. Primers are listed in Supplementary file 2.

**Figure 1—figure supplement 2.**
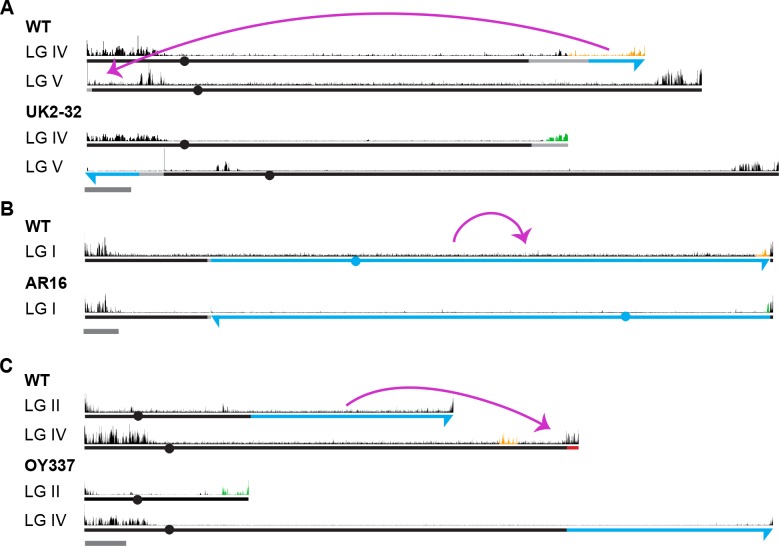
H3K27me2/3 profiles of additional strains containing chromosomal rearrangements. Chromosome rearrangements and H3K27me2/3 ChIP-seq (pooled biological triplicates) profiles are shown for translocations UK2-32 (**A**), AR16 (**B**) and OY337 (**C**). Magenta curved arrows illustrate the movement of chromosomal segments in the translocations. Blue and dashed lines distinguish chromosome sources while arrows indicate the directionality of translocated segments. Light gray lines highlight regions of uncertainty with respect to the locations of breakpoints based on available genetic evidence (see Materials and methods). Solid red line indicates chromosome deletions. H3K27me2/3 ChIP-seq tracks of WT and translocation strains are displayed above chromosome diagrams. H3K27me2/3 that was lost in a translocation strain is highlighted in orange in the corresponding WT track while new H3K27me2/3 is indicated in green. Conserved H3K27me2/3 is shown in black. Circles indicate centromeres. Dark gray bars indicate 500 kb.

**Figure 1—figure supplement 3.**
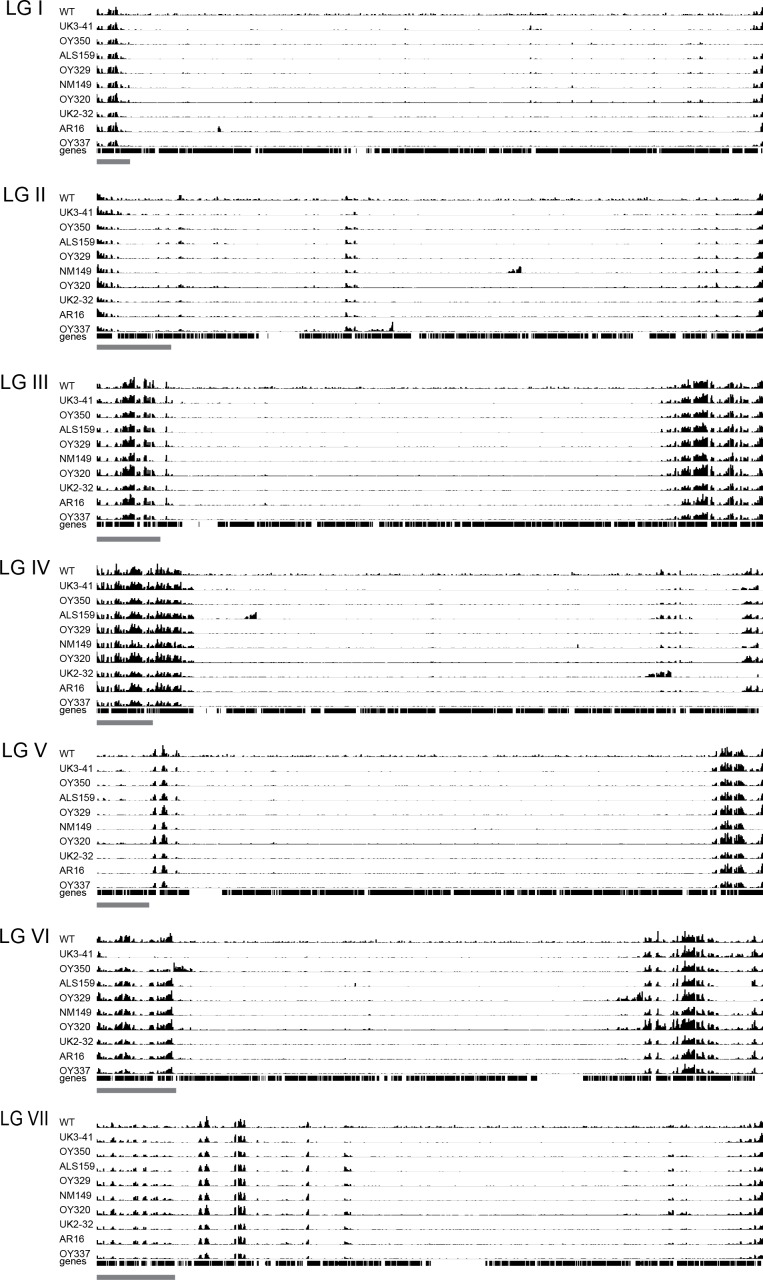
Whole genome view of H3K27me2/3 ChIP-seq in WT and chromosomal translocation strains. H3K27me2/3 ChIP-seq for all seven *N. crassa* chromosomes is displayed for WT and nine chromosomal translocation strains mapped onto the WT genome. Genes are indicated below the ChIP-seq track as vertical black bars. Grey scale bar represents 500 kb.

**Figure 1—figure supplement 4.**
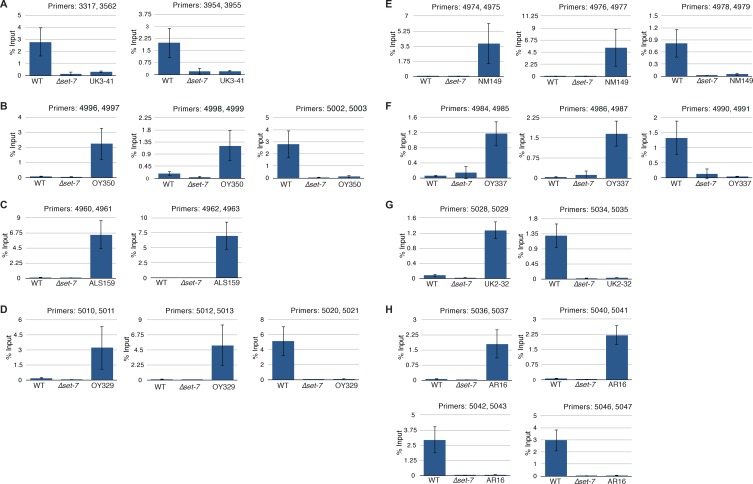
qPCR validation of H3K27me2/3 ChIP-seq data from translocation strains. The gains and losses of H3K27me2/3 in ChIP-seq experiments were confirmed by ChIP-qPCR at representative regions for UK3-41 (**A**), OY350 (**B**), ALS159 (**C**), OY329 (**D**), NM149 (**E**), OY337 (**F**), UK2-32 (**G**), and AR16 (**H**). Each ChIP experiment was performed in biological triplicate; qPCR analyses were performed on each sample in technical triplicate. Bars represent means of biological triplicates and error bars show standard deviation. Primers are listed in Supplementary file 2.

These results raised the question of whether H3K27me2/3 in this domain absolutely depends on its normal location, or whether the methylation would occur if the region were moved near another chromosome end. To address this possibility, we utilized OY350, a quasiterminal translocation that transfers a distal segment of LG VIL to the end of LG IR (Figure 1B). 

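In the sequenced input DNA of OY350, 3 specific calls joined LG I to LG VI. LG I at 9796099, which is the highest LG I position in any call of the 9 isolates, was joined to LG VI at 457644 by 5 split reads, and 12 read pairs gave the same junction. LG I at 638 was joined to LG VI at 493945 by 14 read pairs, and no split-read call was found there. The LG VI ends of these junctions lie 36301 bp apart. Between them, LG VI at 467509 and LG VI at 469861 were joined as an inversion by 12 split reads and 6 read pairs. No other isolate had any of these calls.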

Analysis of OY350 by H3K27me2/3 ChIP-seq showed that the translocated LG VIL domain preserved its normal H3K27me2/3 distribution when placed adjacent to the adoptive telomere. This finding supported the hypothesis that H3K27me2/3 in this domain depends on its proximity to the chromosome end and suggested that this requirement is non-specific; the different chromosome end apparently substituted for the native one. A similar situation was observed on LG VIR in OY320 (Figure 1F).

The results described above suggested that proximity to a chromosome end may be sufficient to induce H3K27me. Interestingly, in addition to consistent losses of previously subtelomeric H3K27me2/3 in the examined genomic rearrangements, we identified new H3K27me2/3 domains at novel subtelomeric regions. Striking examples of *de novo* H3K27me2/3 were independently observed in seven genome rearrangements at their new chromosome ends (Figure 1B–E and Figure 1—figure supplement 2A–C; marked in green). These novel domains of H3K27me2/3 extended an average of approximately 180 kb into the new subtelomeric regions. The only apparent exception concerns translocation UK2-32 (Figure 1—figure supplement 2A), which involved the left end of LG V with approximately one Mb of tandemly repeated rDNA that is not shown in the *N. crassa* genome assembly. The H3K27me2/3 distribution on all chromosomes unrelated to the genome rearrangements was unaltered (Figure 1—figure supplement 3). Altogether, our survey of chromosomal translocations strongly suggests that chromosome ends promote the deposition of H3K27me on neighboring chromatin.

### Identification of position-independent H3K27-methylated domains

While domains of H3K27me2/3 are enriched near the ends of chromosomes in *N. crassa*, substantial domains are also found elsewhere. To examine the possibility of position-independent H3K27me2/3 residing within LG VIR, we examined the distribution of H3K27me2/3 in two translocations that effectively moved LG VIR to the middle of a chromosome. 

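In ALS159, the call joining LG IV at 1479855 to LG VI at 4144844 had 4 split reads, under the call weight that the methods state, and 10 read pairs gave the junction as well. No other isolate had it.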

ALS159 is a reciprocal translocation that shifted wild-type LG VIR approximately 4.5 Mb away from the new telomere (Figure 1C). Although the shifted segment lost the H3K27me2/3 that was previously closest to the chromosome end, the more internal H3K27me2/3 was unaffected by the translocation (Figure 1C). Similarly, when LG VIR was inserted in the middle of LG III in OY329 (Figure 1D), most of the H3K27me2/3 on LG VIR was retained. 

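The input DNA of OY329 had a call joining LG VI at 3451743 to LG III at 1737665, with 7 split reads and 13 read pairs. A further call joined LG VI at 4200442 to LG III at 1737672, with 4 split reads and 7 read pairs. The LG VI ends were 748699 bp apart, and neither call was found in another isolate.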

Again, the H3K27me2/3 that was originally closest to the telomere was lost, however, consistent with the idea that subtelomeric H3K27me2/3 domains depend on their proximity to the chromosome ends.

To determine if the retention of H3K27me2/3 from LG VIR was unique, we examined the position-dependence of two other H3K27me2/3 domains. In translocation NM149, approximately 600 kb of LG IIL was translocated onto the end of LG VR, effectively shifting the native right arm of LG V about 600 kb away from the chromosome end (Figure 1E). Like the behavior of LG VIR in ALS159 and OY329, losses of H3K27me2/3 occurred in the most distal section of LG VR, but most H3K27me2/3 was retained, even when moved away from the chromosome end. In addition, a large H3K27me2/3 domain on LG IIIR was shifted approximately 450 kb away from the chromosome end in OY320, yet it did not incur losses (Figure 1F). Taken together, these findings demonstrate that some H3K27me2/3 domains can be maintained when translocated to internal chromosomal sites, *i.e.* some H3K27me domains appear to be position-independent.

### *Cis-trans* test on H3K27 methylation in a segmental duplication strain reveals position effect

The observation that some chromosomal segments that are normally marked with H3K27me2/3 lose the mark when translocated to another genomic location suggested that H3K27me2/3 can be position-dependent. It remained formally possible, however, that the loss of H3K27me2/3 was an indirect effect of the translocation, perhaps due to an altered transcriptional program. To examine the possibility that one or more *trans*-acting factors could be responsible for the loss of H3K27me2/3 in OY329, we crossed this strain, which is in an Oak Ridge (OR) background, to a highly polymorphic wild-type strain, Mauriceville (MV), to obtain progeny with a segmental duplication, that is, with the OR translocated LG VIR domain inserted into LG II in a strain that also contained the corresponding region on the native LG VI of MV (Figure 2A). The high density of single nucleotide polymorphisms (SNPs) in the MV background allowed us to separately map the H3K27me2/3 distribution in the translocated (OR) segment and the wild-type (MV) segment (Pomraning et al., 2011). SNP-parsed H3K27me2/3 ChIP-seq showed that the duplicated chromosomal segments have distinct H3K27me2/3 profiles (Figure 2B). The previously subtelomeric H3K27me2/3 that was lost in OY329 did not return in the duplication strain, nor was the loss in this region recapitulated on the native LG VIR of MV. The independent behavior of these homologous segments suggests that the loss of H3K27me2/3 in OY329 was not a result of *trans*-acting factors, but rather was a result of the translocation itself, that is, it is a *bona fide* position effect.

**Figure 2.**
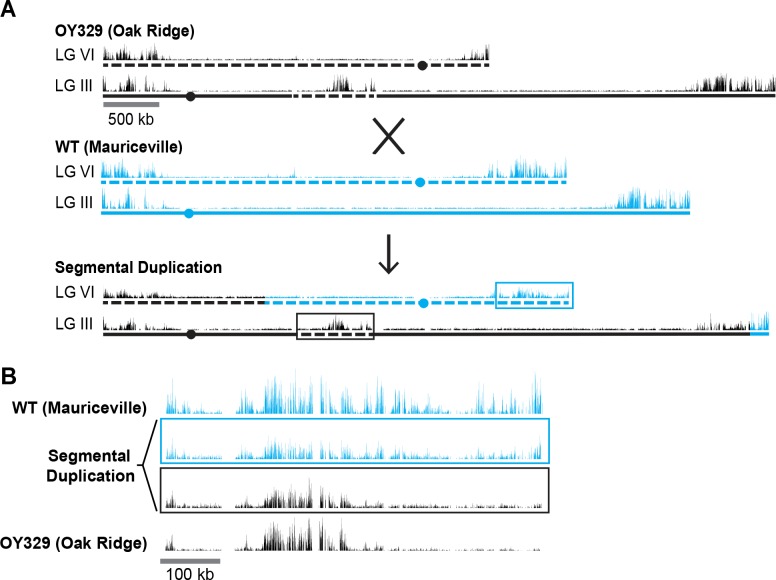
A segmental duplication confirms H3K27me2/3 position effect. (**A**) Diagram of a cross between the OY329 (Oak Ridge) insertional translocation strain and a polymorphic wild-type strain (Mauriceville), resulting in a strain bearing a duplicated chromosomal segment (outlined by rectangles). H3K27me2/3 ChIP-seq tracks (single experiment) and chromosomes are shown in black for the Oak Ridge strain and blue for Mauriceville. Solid and dashed lines indicate chromosome source. (**B**) Expanded view of the duplicated chromosome segment in parental strains and duplication-containing offspring along with associated SNP-parsed H3K27me2/3 profiles.

### Altered gene expression in regions with changed H3K27me2/3

Considering that H3K27me2/3 normally marks transcriptionally quiescent chromatin in *N. crassa* (Jamieson et al., 2013), it was of obvious interest to ascertain whether ectopic H3K27me2/3 resulting from chromosomal translocations could cause gene silencing. To determine if the loss or gain of H3K27me2/3 in the translocation strains activated or repressed gene expression, respectively, we performed poly-A+ mRNA sequencing on wild-type and seven translocation strains (ALS159, AR16, OY329, OY337, OY350, UK2-32, and UK3-41). 

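The deposited files give, for 2 libraries of each of the 7 translocation strains, the number of reads counted on each of 9730 genes, without normalization. The wild-type libraries were not analysed here. Each strain was therefore compared with the mean of the other 6 translocation strains, so a fold change below 0 means expression lower than in those strains and not lower than in wild type. OY329 had 27994440 and 6435058 reads counted on genes in its 2 libraries, and the other 12 libraries had between 7321698 and 8876052. The OY329 library with the higher count carried an index of 8 nt and all other libraries of the 7 strains one of 6 nt. A further 5.61% to 26.3% of the reads in each library were counted on no gene. Counts were normalized by edgeR's TMM method, and the 8170 genes that passed its filter on low counts were tested by the quasi-likelihood test with strain as the factor and Benjamini-Hochberg adjustment. At an adjusted p under 0.05, 402 genes differed in OY350, 763 in AR16, 897 in OY337, 2465 in UK2-32, 3902 in OY329, 4213 in ALS159 and 4598 in UK3-41. With a library left out, the number of genes in OY350 ran from 226 without OY337 replicate 1 to 832 without OY329 replicate 1. The genes in regions that gained or lost H3K27me2/3 were taken from the table that the authors deposited, which holds 475 pairs of strain and gene, 305 with a gain and 170 with a loss. It lists no loss for ALS159. The table was drawn from ChIP-seq of the same strains, so a count of genes adjusted over the list alone is not independent evidence. Each list was also tested as a set with camera at a preset correlation between genes of 0.01, adjusted over 15 set tests. Neighbouring genes on a list share 1 rearrangement, and the correlation within the lists was not estimated. Where it is above 0.01, the p-values from camera are too small.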

Figure 3A and B show gene expression and associated H3K27me2/3 levels in the wild-type and translocation OY350 strains at representative regions where former subtelomeres were moved and new ones created. 

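The authors' table lists 25 genes on LG VI that gained H3K27me2/3 in OY350, of which 19 had enough counts to be tested. Their median log2 fold change was −0.47 (lower quartile −1.31, upper quartile −0.13), and 17 of the 19 lay below 0. The median was −0.28 in replicate 1 and −0.83 in replicate 2. Without OY350 replicate 1 the fitted median was −1.11, and without replicate 2 it was −0.29. As a set the genes were lower in OY350 than the other genes (edgeR's camera, adjusted p = 4.42e-09). At an adjusted p under 0.05 from edgeR, 6 genes were lower and 0 higher, against 8 lower and 1 higher at an unadjusted p under 0.05. Adjusted over the list alone, 7 were lower and 0 higher. The genes with the largest falls were NCU04722, NCU04721, NCU04725, NCU04718 and NCU04728. NCU04718 had 110 ± 7.20 CPM (SD, n = 2) in OY350 and 344 ± 170 CPM (SD, n = 12) in the other strains, a log2 fold change of −1.48 (standard error 0.191, adjusted p = 0.00181 from edgeR). NCU04721 had 7.39 ± 0.863 CPM against 34.7 ± 24.8 CPM, a log2 fold change of −1.89 (standard error 0.194, adjusted p = 0.000479 from edgeR), although the other strains reached down to 7.03 CPM. NCU04722 rested on 10 reads in the pair of OY350 libraries. Its adjusted p of 0.0317 rose to 0.0613 with all 16 libraries in the fit, and it was also above 0.05 when ALS159 replicate 2, either OY337 replicate or UK2-32 replicate 1 was left out. The gene nit-6 (NCU04720) had 1195 CPM in OY350 replicate 1 and 520 CPM in replicate 2, against 1687 ± 1160 CPM (SD, n = 12) in the other strains. Its log2 fold change of −0.77 (standard error 0.408) was not past the threshold (adjusted p = 0.315 from edgeR). Without OY350 replicate 1 it was −1.49, and without replicate 2 it was −0.29. The authors' deposited log2 fold change of this gene against wild type is −1.86.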

The gain of H3K27me2/3 on LG VIL in OY350, due to formation of a novel subtelomere, coincided with reduced transcript levels relative to wild-type (Figure 3A). Conversely, the loss of H3K27me2/3 on LG IR in OY350, due to shifting the subtelomeric region, was associated with an increase in transcript abundance compared to wild-type (Figure 3B). 

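Of the 12 genes on LG I that the authors' table lists as having lost H3K27me2/3 in OY350, 10 were tested. The median log2 fold change was 0.53 (lower quartile 0.23, upper quartile 1.54), and 8 genes lay above 0. The medians of the replicates were 0.45 and 0.72, and leaving out OY350 replicate 1 raised the fitted median to 1.06. Of the 10 genes, 7 are also on the loss list of AR16, a reference strain, and the median was 0.64 with strains that list a gene left out of its reference. The genes were higher as a set (edgeR's camera, adjusted p = 9.61e-08). At an adjusted p under 0.05, 3 genes were higher and 0 lower, with 5 higher and 0 lower at an unadjusted p under 0.05. The list alone gave 4 higher and 0 lower when adjusted over the list alone. NCU10031 had 312 ± 22.6 CPM (SD, n = 2) in OY350 and 31.2 ± 29.9 CPM (SD, n = 12) in the other strains, a log2 fold change of 4.07 (standard error 0.317, adjusted p = 0.000121 from edgeR). NCU10030, which overlaps NCU10031 in the RefSeq annotation, so that their counts are not independent, had 33.3 ± 6.13 CPM against 10.3 ± 1.92 CPM, a log2 fold change of 1.71 (standard error 0.140, adjusted p = 0.000121 from edgeR). NCU10027 had 31 reads in the OY350 libraries and 46 in the other 12, a log2 fold change of 2.56 with an adjusted p of 0.0218 from edgeR that became 0.0535 in the fit on 16 libraries. The gene NCU02840 (rpt-1), which lies on LG I and on neither list, had 155 ± 14.2 CPM in OY350 and 151 ± 53.5 CPM in the other strains, a log2 fold change of 0.09 (adjusted p = 0.771 from edgeR).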

Results of qPCR analyses of select genes confirmed these findings (Figure 3—figure supplement 1). Indeed, a comprehensive analysis of poly-A+ mRNA-seq data from all seven translocation strains showed increases in gene expression at previously subtelomeric regions that lost H3K27me2/3 and decreases in gene expression at novel subtelomeres that gained H3K27me2/3 (Figure 3C). These findings demonstrate that chromosomal rearrangements can cause marked changes in both H3K27me2/3 and gene expression of the affected regions.

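For each strain, the fold changes of the genes on its own lists were taken from the comparison with the other 6 strains. Among genes that gained H3K27me2/3, the median log2 fold change was −1.88 over 51 genes in ALS159, −0.93 over 14 genes in AR16, −0.73 over 43 genes in OY337 and −0.75 over 29 genes in UK2-32. It was 0.33 over 27 genes in OY329 and 0.12 over 36 genes in UK3-41. The replicates of each strain had medians of the same sign. They differed most in AR16, where replicate 1 had −0.51 and replicate 2 had −1.37. In OY329, replicate 1 had 0.15 and replicate 3 had 0.10, both below the fitted 0.33. With a library left out, the AR16 median was −1.42 without AR16 replicate 1 and −0.53 without replicate 2, the UK2-32 median was −1.16 without UK2-32 replicate 1, the OY329 median was 0.07 without OY329 replicate 1, and the UK3-41 median was 0.03 without UK3-41 replicate 1. With at least 10 counts in every library, 12 genes of the UK2-32 list were left, and their median was −0.31 (edgeR's camera, adjusted p = 0.397, in a range of 1.56e-05 to 0.397 over the alternatives). Of the 29 genes of that list, 7 are on the loss list of OY337, a reference strain. Without them, a choice made after seeing the data, the UK2-32 median was −0.42 (edgeR's camera, adjusted p = 0.0286). Among genes that lost H3K27me2/3, the median was 0.41 over 7 genes in AR16, 0.89 over 10 genes in OY329, 0.54 over 18 genes in OY337, 1.81 over 20 genes in UK2-32 and 2.59 over 39 genes in UK3-41. Of the 20 tested genes on the UK2-32 list, 10 lie at the right end of LG IV, where OY337, a reference strain, had no reads of any of them. With OY337 left out of the reference at these genes, a choice made after seeing the data, the UK2-32 median was 0.42 in place of 1.81. The 10 genes elsewhere had a median of −0.46, with 3 above 0, but 8 of them are also on the loss list of OY337. The 2 that OY337 does not list had a median of 2.87, and both were called higher. Among all 10, 3 were called higher and 1 lower. With strains that list a gene left out of its reference, again chosen after seeing the data, the median of these 10 was −0.32, with 4 above 0. In that setting 3 of the 10 were called higher and 0 lower. Of the 18 tested genes of the OY337 loss list, 7 are gains in UK2-32, and the OY337 median was 0.75 without them. The median of these 7 in OY337 was −0.69, and −1.32 with UK2-32 left out of their reference. With strains that list a gene left out of its reference, the OY337 list had 0.41 (camera on edgeR's statistics, adjusted p = 0.0523). The 7 tested genes of the AR16 loss list are all on that of OY350 as well. Without AR16 replicate 1 the AR16 median was 0.23, and without replicate 2 it was 0.59. With a library left out, the OY329 loss median ran from 0.40 (without OY329 replicate 1) to 1.00. That of OY337 ran from 0.35 (without OY337 replicate 1) to 0.66. With at least 10 counts in every library, 5 genes of the UK2-32 list were left, with a median of −0.68, and 14 of the UK3-41 list, with a median of 0.21 in place of 2.59 (edgeR's camera, adjusted p = 0.0105). Some genes had no reads in the strain, 3 in ALS159, 5 in OY337 and 6 in UK2-32 among the gains and 3 in OY337 among the losses. With these genes at the bound that a count of 0 allows, the medians were the same to 2 decimals. At an adjusted p under 0.05 from edgeR, 38 genes were lower and 3 higher in the gain list of ALS159, 6 and 1 in AR16, 14 and 1 in OY337, 6 and 1 in UK2-32, 5 and 6 in OY329, and 7 and 10 in UK3-41. Adjusted over the list alone, these were 38 and 3, 7 and 1, 20 and 1, 4 and 0, 5 and 6, and 7 and 10. In the loss lists 2 genes were higher and 0 lower in AR16, 6 and 0 in OY329, 3 and 0 in OY337, 12 and 1 in UK2-32, and 29 and 4 in UK3-41. Adjusted over the list alone, these were 3 and 0, 6 and 0, 4 and 1, 13 and 1, and 29 and 4. At an unadjusted p under 0.05, 0 genes were lower in the loss lists of AR16 and OY329, and 1 was lower in that of OY337. As sets, the gain lists of ALS159 (edgeR's camera, adjusted p = 2.22e-11), AR16 (1.43e-09), OY337 (1.09e-11) and UK2-32 (0.00629) were lower, and those of OY329 (0.432) and UK3-41 (0.698) did not differ from the other genes. The loss lists of AR16 (0.00832), OY329 (0.000704), OY337 (0.00858), UK2-32 (1.97e-11) and UK3-41 (7.86e-16) were higher. Not all of these were highest in the strain that lost the mark. The OY337 list had a median of 2.85 in UK3-41, against 0.54 in OY337. For the AR16 list it was 0.90 in UK2-32, against 0.41 in AR16. The other loss lists had their highest median in their own strain, among the strains with a loss list. Over the alternatives the adjusted p (camera or fry) ran from 1.05e-05 to 0.432 for OY337 and from 5.63e-06 to 0.206 for AR16. The OY337 libraries had loss medians of 0.24 and 0.15, both below the fitted 0.54. For UK2-32 the adjusted p was 0.000621 with OY337 left out of the reference at the LG IV genes and 0.112 over the genes elsewhere, both from camera on edgeR's statistics, in a range of 6.03e-20 to 0.902 over the alternatives. Under fry all calls made by camera held, and the gain lists of OY329 and UK3-41 were called as well, at adjusted p values of 0.00509 and 0.0145. To test all strains together, the 7 strains were permuted over the 7 gain lists. The mean of the medians was −0.62, and 4 of all assignments, the real one included, gave a mean as far from 0 (exact permutation test, two-sided, p = 0.000794). For the 6 loss lists it was 1.13, and 1 of the 720 assignments, the real one, was as far from 0 (exact permutation test, two-sided, p = 0.00139, the smallest that the assignments can give). It was 0.90 (exact permutation test, p = 0.00694) with OY337 left out of the reference at the LG IV genes, and 0.75 (exact permutation test, p = 0.0403) without these genes. With at least 10 counts in every library the mean of the loss medians was 0.31 (exact permutation test, p = 0.164), and over list genes with a mean of at least 5 CPM it was 0.91 (exact permutation test, p = 0.169). With strains that list a gene, and OY337 at the LG IV genes, left out of the reference it was 0.91 (exact permutation test, p = 0.00833). The loss lists overlap, so the permutation counts 15 genes in a pair of lists each. Without these genes, a choice made after seeing the data, no tested gene of the AR16 list is left, and over the other 5 lists the mean was 1.78 (exact permutation test, 120 assignments, p = 0.133). From lower expression at new subtelomeres and higher expression at former subtelomeres in the strains taken together, the paper concludes that the rearrangements changed both H3K27me2/3 and the expression of the genes in the affected regions.

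**Figure D1:**
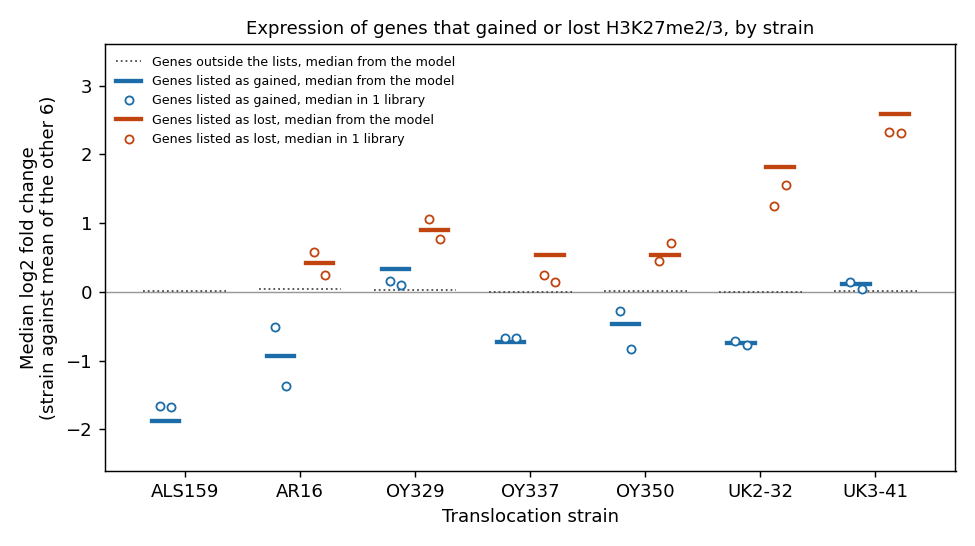
Median log2 fold change (vertical axis, log2 units, strain against the mean of the other 6) of the genes listed as having gained (blue) or lost (orange) H3K27me2/3 in each of the 7 translocation strains (horizontal axis). Thick lines are the medians from the edgeR model, open circles the medians in each of the 2 libraries and dotted lines the medians of 7869 genes outside the lists; the blue lines run from −1.88 in ALS159 to 0.33 in OY329 and the orange lines from 0.41 in AR16 to 2.59 in UK3-41.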

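The genes named here had the largest change in the direction that the study describes among the genes of a list with an adjusted p under 0.05 from edgeR and with both libraries of the strain beyond all libraries of the other 6 strains. Bounds and intervals cover counting error alone, since reads amplified by PCR are not independent molecules. Among the gains, NCU04963 in ALS159 had 1.09 ± 0.0328 CPM (SD, n = 2) against 356 ± 267 CPM (SD, n = 12), a log2 fold change of −7.80 (adjusted p = 9.85e-06 from edgeR), and gh3-4 (NCU04952) had no reads in ALS159, at least 13.8-fold lower than in the other strains. In AR16, NCU01972 had 1 read and was 134-fold lower (95% exact binomial interval 24.0 to 5310), and NCU01976 had 2 reads and was 70.2-fold lower (19.4 to 581). In OY337, NCU06792 had no reads and was at least 5.23-fold lower, and NCU06772 had a log2 fold change of −4.90. NCU08839 in UK2-32 (−4.47) and NCU07046 in UK2-32 (−3.60) fell by similar amounts. Although the gain lists of OY329 and UK3-41 were not lower as a whole, NCU05957 in OY329 (−1.62), NCU05951 in OY329 (−1.24), NCU07203 in UK3-41 (−2.29) and NCU07170 in UK3-41 (−1.71) were. Among the losses, NCU08630 in AR16 had a log2 fold change of 2.87. NCU04991 rose by 4.13 and NCU05047 by 2.65 in OY329, and NCU05184 by 2.64 and NCU05193 by 1.61 in OY337. NCU10037 in UK2-32 had 115 reads in that strain against 14 in the other 12 libraries, a log2 fold change of 7.28, and 6.88 with OY337, where it had no reads, left out of the reference. NCU08802 had 3 reads in those 12 libraries and was 113-fold higher in UK2-32 (95% exact binomial interval 35.9 to 570). In UK3-41, NCU07091 was 2370-fold higher, with 2 reads in the other libraries (653 to 19600), and NCU04706, without reads in the other libraries, was at least 257-fold higher. The adjusted p of NCU04706 was 0.000226 with edgeR and 0.0754 with DESeq2.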

**Figure 3.**
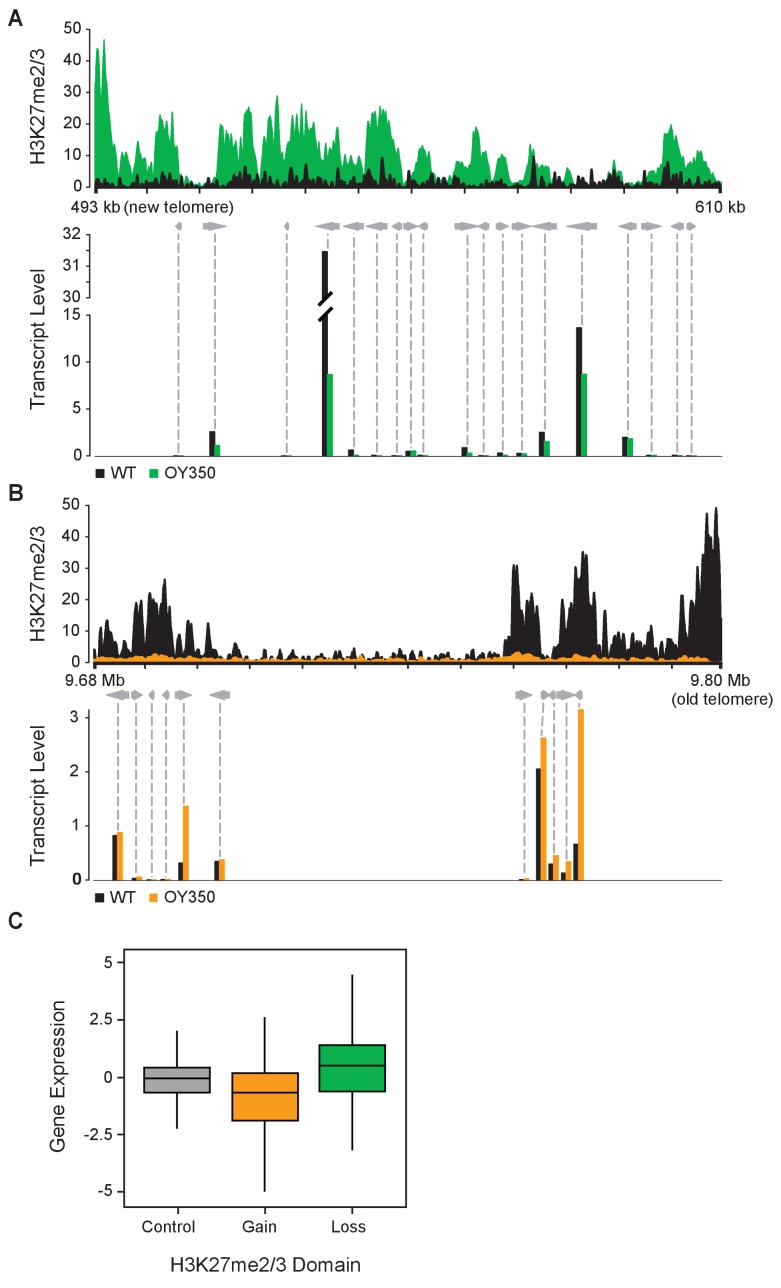
Altered gene expression reflects changes in H3K27me2/3. (**A**) Reduced gene expression in novel subtelomeric region (LG VIL) that gains H3K27me2/3 in translocation OY350. The top panel displays H3K27me2/3 ChIP-seq reads of OY350 (green) normalized to the corresponding non-translocated segment in WT (black) using a 350 bp sliding window. The bottom panel shows normalized mRNA-seq read counts (counts/1000) for genes (gray arrows) in the region for WT (black) and OY350 (green). ChIP-seq data are from pooled biological triplicates; RNA-seq data are from biological duplicates. (**B**) Shifting a normally subtelomeric region to an internal position in translocation OY350 results in loss of H3K27me2/3 on LG IR and increased gene expression. The top panel displays H3K27me2/3 ChIP-seq reads of OY350 (orange) normalized to WT (black) using a 500 bp sliding window. The bottom panel shows normalized mRNA-seq read counts (counts/1000) for genes (gray arrows) in the region for WT (black) and OY350 (orange). (**C**) A box plot summarizes the relationship between gain (green) or loss (orange) of H3K27me2/3 in seven chromosomal translocation strains (ALS159, AR16, OY329, OY337, OY350, UK2-32, and UK3-41) and associated gene expression changes (log_2_[translocation/WT]) within the corresponding domains. The control (gray) represents gene expression in regions that do not exhibit changes in H3K27me2/3.

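Over all strains together, 219 tested pairs of strain and gene had gained H3K27me2/3. Their median log2 fold change against the other 6 strains was −0.69 (lower quartile −1.72, upper quartile 0.07), with an SD of 0.0601 between the medians of the replicate libraries, and 73.1% lay below 0. The 104 tested pairs that had lost H3K27me2/3 had a median of 1.13 (lower quartile 0.20, upper quartile 2.75, SD between replicate libraries 0.0808), and 76.9% lay above 0. Among the alternatives set before the data were examined, the medians moved most with a minimum of 10 counts in every library, to −0.36 over 136 pairs that gained and 0.45 over 43 pairs that lost the mark. With OY337 left out of the reference at the 10 genes of UK2-32 where OY337 had no reads, the median of the losses was 0.84. In the authors' deposited comparison with wild type, the median log2 fold change is −0.60 over the 305 listed gains and 0.58 over the 170 listed losses. Genes are not independent replicates, and neighbouring genes on a list share 1 rearrangement. The 104 pairs of the losses hold 89 different genes, since 7 genes are on the lists of both AR16 and OY350 and 8 on those of both OY337 and UK2-32, and each of these strains is in the reference of the other. A further 7 tested genes are gains in UK2-32 and losses in OY337, so UK2-32 lists 15 of the 18 tested losses of OY337. Without these 7 genes, a choice made after seeing the data, the medians were −0.55 over 212 pairs that gained and 1.24 over 97 pairs that lost the mark. Without the 15 genes on a pair of loss lists the median of the losses was 1.92 over 74 pairs, and with strains that list a gene, and OY337 at the LG IV genes, left out of the reference it was 0.74.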

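As control genes, the 7869 tested genes outside the lists of gain and loss were used. Their median log2 fold change ran from −0.01 in OY337 to 0.04 in AR16, with an SD between replicate libraries of at most 0.0185. Over 55083 pairs of strain and gene the median was 0.02 (lower quartile −0.32, upper quartile 0.38). The lowest of the medians by strain was −0.06 when all genes with at least 1 count were kept.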

**Figure 3—figure supplement 1.**
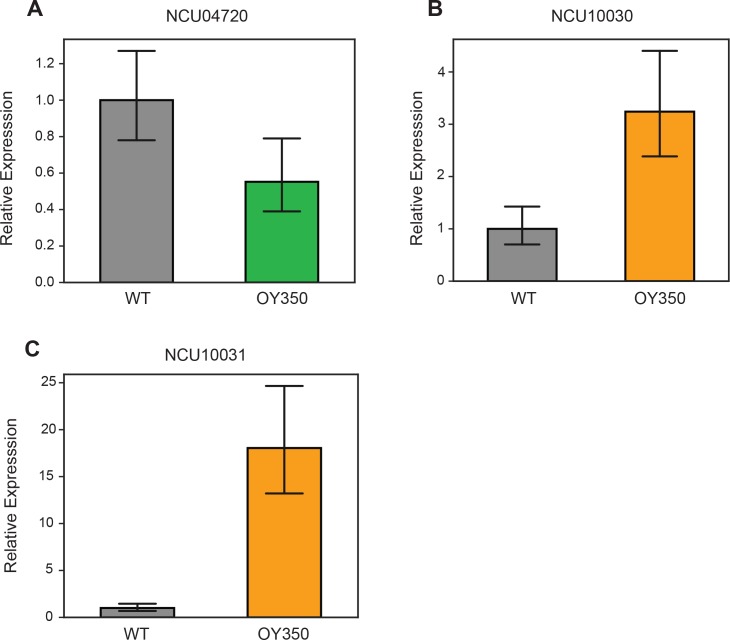
qPCR validation of RNA-seq expression changes in translocation OY350. The effects of gain of H3K27me2/3 (**A**) and loss of H3K27me2/3 (**B,C**) on associated gene expression levels were verified by qPCR. Gene expression levels were normalized to housekeeping gene, NCU02840. qPCR analyses were performed on each sample in technical triplicate. Bars represent means of biological triplicates and error bars show standard deviation. Primers are listed in Supplementary file 2.

### Loss of telomerase abolishes subtelomeric H3K27me2/3

Our analyses of translocation strains demonstrated that domains of H3K27me2/3 can be position-dependent and suggested that a feature of chromosome ends directly or indirectly recruits H3K27me2/3 to subtelomeric regions. To investigate the basis of this, we utilized a mutant lacking the single telomerase reverse transcriptase (*tert*) that is responsible for all (TTAGGG)_n_ telomere repeats normally found on *N. crassa* chromosome ends (Wu et al., 2009). Southern analysis of the *tert* strain using a (TTAGGG)_n_ probe revealed major reductions in the hybridization signals and showed that the majority of telomere fragments present in wild-type were either undetectable or greatly reduced in the mutant (Figure 4A). In *S. pombe*, the majority of *trt1^-^* (yeast homologue of *N. crassa tert*) survivors have circularized their chromosomes (Nakamura et al., 1998). To determine if *N. crassa tert* survivors also have circular chromosomes, we designed outwardly directed PCR primers to amplify sequences near the ends of each chromosome and tested whether fragments were generated by fusions of the right and left chromosome ends. Indeed, the *tert* genomic DNA, but not control DNA from a wild-type strain, supported amplification using the divergent primer pairs, confirming intra-chromosomal fusions (Figure 4B).

**Figure 4.**
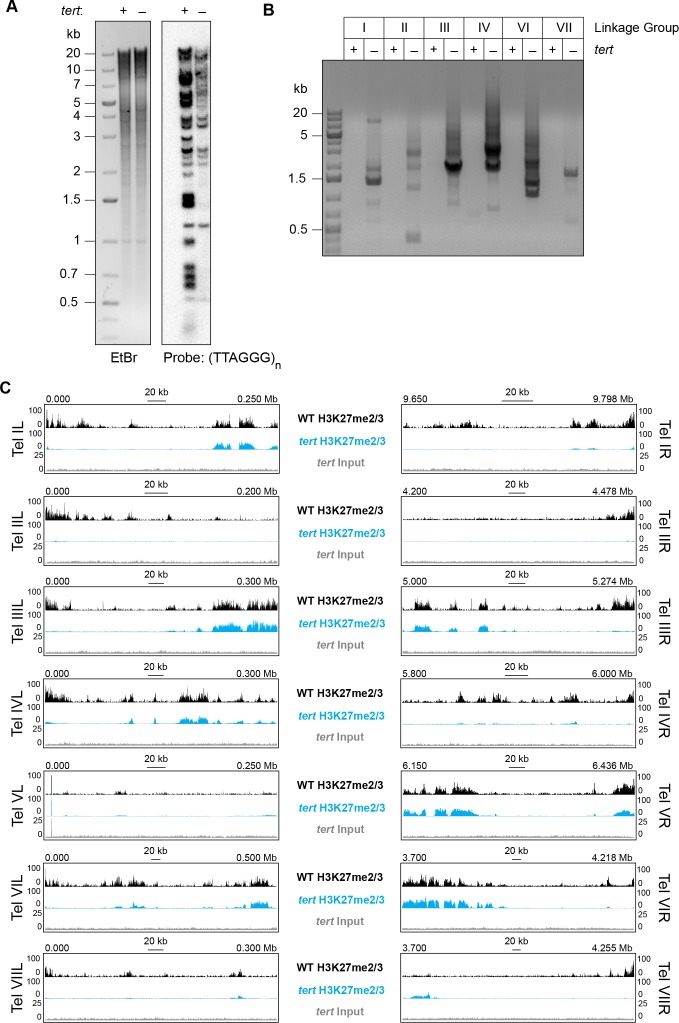
Loss of *tert* disrupts chromosome ends and abolishes subtelomeric H3K27me2/3. (**A**) Southern hybridization of genomic DNA from WT and *tert* strains digested with HindIII/NotI reveals loss of chromosome ends marked with the telomere repeats (TTAGGG)_n_, which was used as the probe. The ethidium bromide (EtBr) image demonstrates equal loading of WT and *tert* genomic DNA. (**B**) Circularization of chromosomes was demonstrated by generation of PCR products with outwardly directed primers near chromosome ends in a *tert* strain, but not a WT strain. (**C**) H3K27me2/3 ChIP-seq of *tert* (single sample; blue track) compared to WT (pooled biological triplicates; black track). Sequence coverage of the *tert* ChIP input (gray track) is also shown.

**Figure 4—figure supplement 1.**
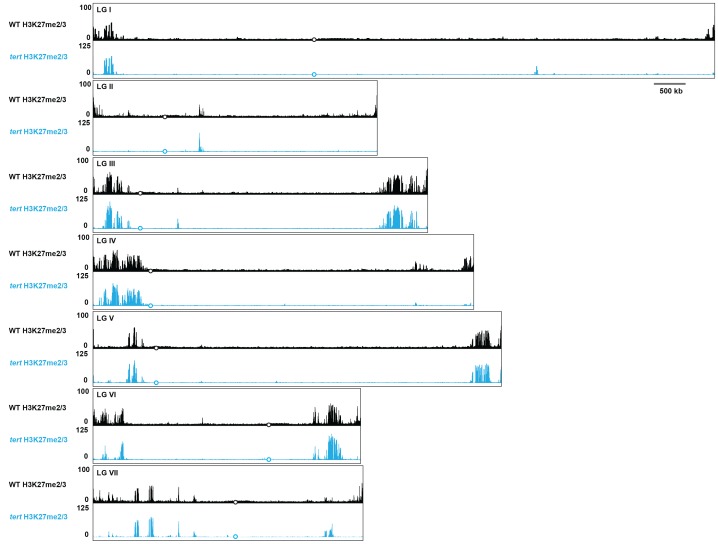
Whole genome view of H3K27me2/3 ChIP-seq in WT and *tert*. H3K27me2/3 ChIP-seq for all seven *N. crassa* chromosomes is displayed for WT (pooled biological triplicates; black track) and *tert* (single sample; blue). The y-axis is number of reads averaged over 25 bp windows. Open black or blue circles indicate location of centromeres.

We performed H3K27me2/3 ChIP-seq in biological duplicate to determine whether the subtelomeric domains of H3K27me2/3 were retained or lost in the *tert* strain and found clear evidence of loss of H3K27 methylation from chromosome ends (Figure 4C). With the exception of LG V, which is unique in that one of its ends is capped with approximately 150 copies of the approximately 9 kb rDNA repeat (Butler and Metzenberg, 1990), all chromosomes lost their subtelomeric H3K27me2/3 domains, which typically extend tens of thousands of bp from their ends. Internal H3K27me2/3 domains were not noticeably altered (Figure 4C and Figure 4—figure supplement 1). Sequencing *of tert* input DNA from the ChIP showed no reduction in coverage near the chromosome ends, confirming that the losses of H3K27me2/3 ChIP signal observed in *tert* are not caused by chromosome degradation. We conclude that either (TTAGGG)_n_ telomere repeats or linear chromosome ends are required for position-dependent domains of H3K27me2/3 in *N. crassa.*

### Internal telomere repeats are sufficient to induce *de novo* H3K27me2/3

To determine if the presence of telomere repeats is sufficient to trigger the deposition of H3K27 methylation, telomere repeats were separately targeted to the *csr-1* and *his-3* loci. Due to the repetitive nature of these sequences and our cloning strategy, strains containing a variable number of (TTAGGG) repeats could be obtained through homologous recombination. Sequencing of inserted DNA in eleven independent transformants revealed that the number of inserted telomere repeats ranged from 5 to 23. Native *N. crassa* telomeres have an average of 20 repeats (Wu et al., 2009). H3K27me2/3 ChIP-qPCR demonstrated that ectopic telomere repeats are sufficient to induce local H3K27me2/3 at the *csr-1* and *his-3* loci (Figure 5A and Figure 5—figure supplement 1). Even insertion of (TTAGGG)_8 _triggered some methylation and insertion of (TTAGGG)_17_ led to a high level of H3K27me2/3 at *csr-1*. ChIP-seq on the (TTAGGG)_17_ strain revealed new peaks as far as 170 kb from the insertion site and the semi-continuous H3K27me2/3 domain spanned approximately 225 kb including 30 genes (Figure 5B and Figure 5—figure supplement 2). This is comparable to the size of subtelomeric H3K27me2/3 domains that were lost in the *tert* strain.

**Figure 5.**
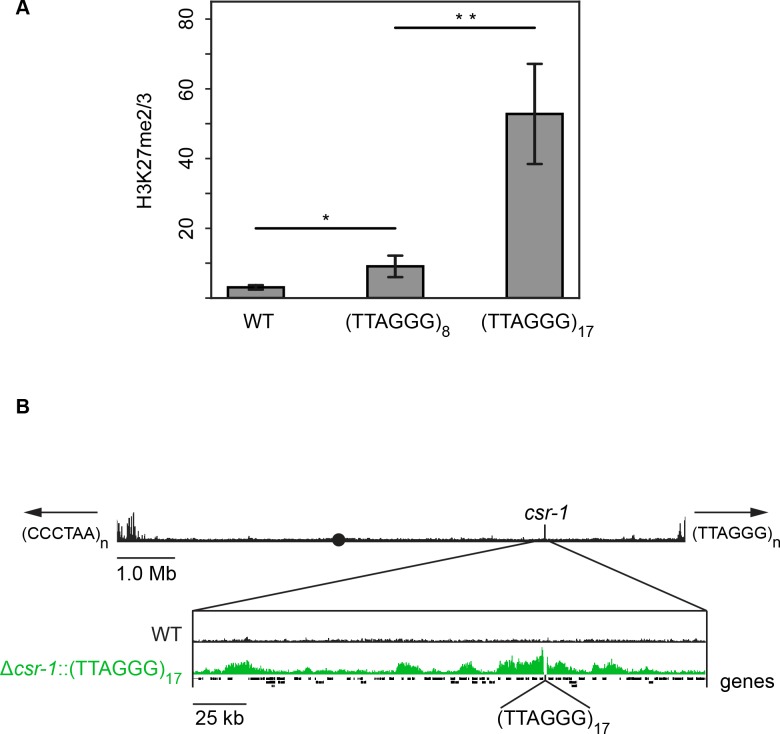
Telomere repeats targeted to the *csr-1* locus induce an approximately 225 kb H3K27me2/3 domain. (**A**) qPCR analyses (biological triplicates) of H3K27me2/3 ChIP with strains containing 8 or 17 telomere repeats at the *csr-1* locus, with WT strain as a control (means displayed; error bars show standard deviation; single and double asterisks represent p=0.01488 and p=0.00336 respectively). Level of H3K27me2/3 normalized to Telomere 1L. M_WT_ = 3.05970, SD_WT_ = 0.64784, 95% CI_WT_ = [2.32656, 3.79264]; M_8_ = 9.08627, SD_8_ = 3.09022, 95% CI_8_ = [5.58937, 12.58303]; M_17_ = 52.78110, SD_17_ = 14.35716, 95% CI_17_ = [36.53461, 69.02719]. (**B**) H3K27me2/3 ChIP-seq of full WT LG I (pooled biological triplicates; black track). Black circle indicates the centromere, *csr-1* position is indicated by vertical line, and arrows at chromosome ends indicate 5’ to 3’ polarity of telomere repeats. Expansion below shows the extent and shape of the H3K27me2/3 domain induced in the Δ*csr-1*::(TTAGGG)_17_ strain (single sample; green track) compared to WT (black track). Site of *csr-1* replacement with telomere repeats indicated below ChIP-seq tracks. Genes are displayed as black bars.

**Figure 5—figure supplement 1.**
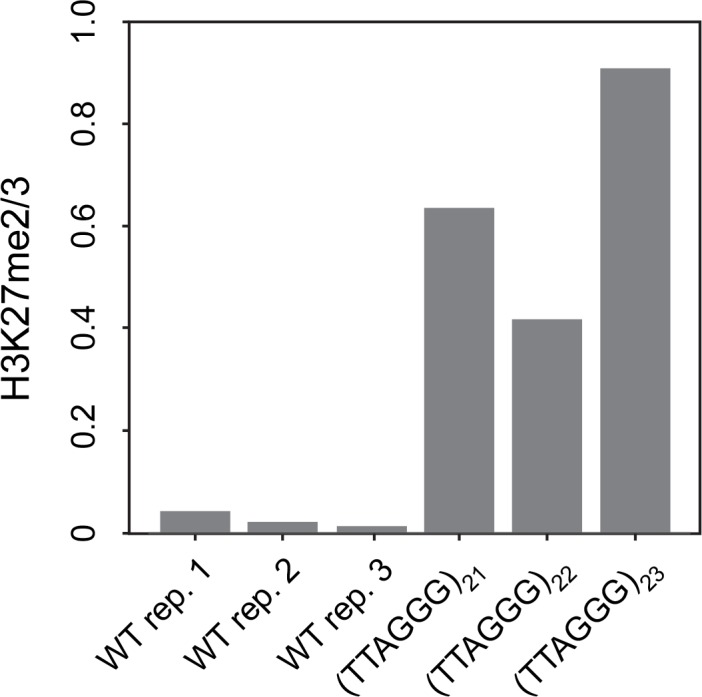
Telomere repeats targeted to the *his-3* locus induce local H3K27me2/3 domain. qPCR analyses of H3K27me2/3 ChIP with strains containing 21, 22, or 23 telomere repeats at the *his-3* locus, with WT biological triplicates as a control. Level of H3K27me2/3 normalized to Telomere 1L.

**Figure 5—figure supplement 2.**
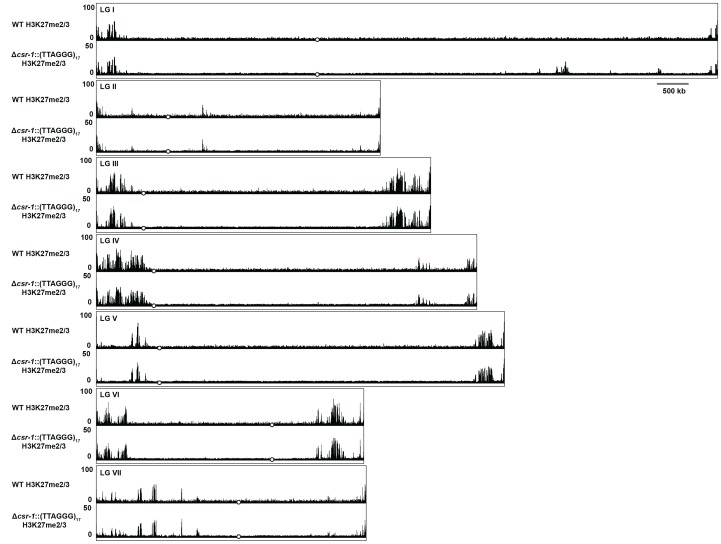
Whole genome view of H3K27me2/3 ChIP-seq in WT and Δ*csr-1*::(TTAGGG)_17_. H3K27me2/3 ChIP-seq for all seven *N. crassa* chromosomes is displayed for WT (pooled biological triplicates) and Δ*csr-1*::(TTAGGG)_17_ (single sample). The y-axis is number of reads averaged over 25 bp windows. Open black circles indicate location of centromeres.

## Discussion

The proper distribution of the facultative heterochromatin mark, H3K27me2/3, deposited by PRC2, is necessary for appropriate gene expression in a variety of plants, animals and fungi (Wiles and Selker, 2017). Unfortunately, the control of H3K27 methylation remains largely unknown. In *D. melanogaster*, DNA elements known as PREs are important to define domains of H3K27me and associated silencing, but even in this organism, PREs are neither sufficient in all genomic contexts, nor fully penetrant (Cunningham et al., 2010; Horard et al., 2000). In addition, it was recently found that deletion of a well-studied PRE in *D. melanogaster* did not significantly affect either gene silencing or H3K27 methylation at its native locus (De et al., 2016). The control of H3K27 methylation is less defined in mammals, in which only a few candidate PRE-like elements have been identified (Basu et al., 2014; Sing et al., 2009; Woo et al., 2010).

We took advantage of a relatively simple eukaryote bearing H3K27me, the filamentous fungus *N. crassa*, to explore the control of this chromatin mark. Conveniently, H3K27me is non-essential in this organism, in spite of being responsible for silencing scores of genes (Klocko et al., 2016; Jamieson et al., 2013). Unlike the situation with constitutive heterochromatin in *N. crassa* (Miao et al., 1994; Selker et al., 1987), we demonstrated that not all facultative heterochromatin is entirely controlled by underlying sequence elements; transplanted gene-sized segments of a H3K27me domain do not, in general, become faithfully H3K27-methylated. However, translocations of large chromosomal segments revealed two distinct classes of transcriptionally repressive H3K27me domains, position-dependent and position-independent. Mechanistic insights from subsequent experiments defined these classes as telomere repeat-dependent and telomere repeat-independent H3K27me. The identification of telomere repeats as potent signals for H3K27 methylation represents a major advance in our understanding of facultative heterochromatin formation in eukaryotes.

Our study took advantage of a collection of spontaneous and UV-induced chromosome rearrangement strains of *N. crassa* that were primarily collected and characterized by David Perkins (Perkins, 1997). We surveyed representative rearrangement strains in which chromosomal regions containing domains of H3K27me were translocated to novel genomic positions. Strikingly, ChIP-seq revealed multiple cases in which subtelomeric H3K27me2/3 domains completely lost this modification when moved to an interior chromosomal location. Indeed, no exceptions to this rule were found. Generation and analysis of a segmental duplication strain containing differentially marked translocated and normal segments confirmed that the changed distribution of H3K27me2/3 was a *bona fide* position effect rather than an effect of a *trans-*acting factor (Figure 2). Moreover, new subtelomeric regions gained H3K27me2/3 over sequences that were previously devoid of this mark (Figure 1). We conclude that proximity to a chromosome end, per se, somehow induces deposition of H3K27me2/3 in domains that can span hundreds of kilobases. Analyses of polyA+ mRNA from the strains revealed reductions in gene expression associated with the new H3K27me2/3 and increases in gene expression in regions that lost this mark; that is, the changes in H3K27me2/3 were reflected in underlying gene expression levels (Figure 3).

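Of the 7 strains, 5 had a median log2 fold change below 0 for the genes that gained H3K27me2/3 in both of their libraries, and 2, OY329 and UK3-41, had one above 0 in both. All 6 strains with a list of losses had a median above 0 for it. That of UK2-32 was −0.46 without the 10 genes that had no reads in OY337, against a reference that holds OY337. OY337 shares 8 of the 10 genes left, and the 2 others had a median of 2.87. With OY337 left out of the reference at the genes without reads, the whole UK2-32 list had 0.42. In the authors' deposited comparison with wild type, the median of the gain list is 0.09 in OY329, with 14 of 35 genes below 0, and −0.20 in UK3-41, with 30 of 54 genes below 0. In the other 5 strains it runs from −1.61 in ALS159 to −0.54 in UK2-32. Of all 305 listed gains, 206 are below 0. The deposited median of the UK2-32 loss list is 0.44, with 13 of 32 genes below 0.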

Although gene silencing near chromosome ends, sometimes dubbed ‘telomere position effect’ (TPE) has been observed in fungi (Kyrion et al., 1993; Nimmo et al., 1994; Castaño et al., 2005; Smith et al., 2008; Shaaban et al., 2010), *D. melanogaster* (Doheny et al., 2008), *Mus musculus* (Pedram et al., 2006), and human cells (Baur et al., 2001), previous studies did not implicate H3K27me. Interestingly, the extent of heterochromatin spreading from telomeres in *N. crassa* is substantially greater than previously reported. This could be due to the conspicuous absence of canonical subtelomere sequences in *N. crassa* (Wu et al., 2009; Mefford and Trask, 2002; Arnoult et al., 2012; Pryde and Louis, 1999). Not all organisms that exhibit TPE have H3K27 methylation machinery, but in *D. melanogaster*, which does, systematic analysis of PcG mutants demonstrated they do not disrupt telomere silencing (Doheny et al., 2008). In human cells, TPE is thought to be mediated by histone deacetylation, H3K9 methylation, and heterochromatin protein HP1α (Tennen et al., 2011; Arnoult et al., 2012). Although the phenomenon of TPE has been studied for decades, our findings may reflect the first documented case of H3K27me-mediated TPE.

The ability of chromosome ends to induce large domains of H3K27me2/3 in chromosomal translocation strains motivated us to investigate the role of telomere sequences in the establishment of facultative heterochromatin. We found that deletion of *tert*, the sole telomerase reverse transcriptase gene, results in a dramatic loss of H3K27me2/3 at subtelomeres, concomitant with loss of (TTAGGG)_n_ repeats and chromosome circularization (Figure 4). To directly test the possibility that telomere repeats can trigger domains of H3K27me2/3, we inserted an array of telomere repeats at two euchromatic, interstitial sites and used ChIP to check induction of H3K27me2/3. We found that, indeed, even a 48 bp array, (TTAGGG)_8_, could induce some local H3K27me2/3 at the *csr-1* locus. The independent induction of local H3K27me2/3 at the *his-3* locus suggests this effect is not position-specific (Figure 5—figure supplement 1). Remarkably, a 102 bp array, (TTAGGG)_17_, induced an H3K27me2/3 domain that covered approximately 225 kb, including 30 genes (Figure 5). These results strongly suggest that wild-type subtelomeric H3K27me2/3 is dependent on telomere repeats. The recruitment of PRC2 to telomere repeats may be a widespread phenomenon, considering that enrichment of H3K27 methylation at telomeres has been observed in fungi (Jamieson et al., 2013; Schotanus et al., 2015; Dumesic et al., 2015; Studt et al., 2016), plants (Baker et al., 2015; Vaquero-Sedas et al., 2012) and animals (Wirth et al., 2009). Indirect recruitment of PRC2 by telobox-binding transcription factors (Xiao et al., 2017) and direct binding of PRC2 to G-quadruplex RNA resulting from transcription of telomere repeats (Wang et al., 2017) represent possible molecular mechanisms. Indeed, it was recently reported that telomeric repeat-containing RNAs (TERRA) directly interact with EZH2 and that H3K27me3 ChIP-seq peaks are strongly correlated with TERRA-associated chromatin in mouse embryonic stem cells (Chu et al., 2017).

In addition to telomere repeats capping the ends of chromosomes, telomere repeat-like elements are scattered interstitially in the genomes of many organisms (Ruiz-Herrera et al., 2008). In *N. crassa,* interstitial telomere sequences are rare, limited to less than four tandem repeats, and are not preferentially associated with H3K27me2/3 regions. While *S. cerevisiae* and *S. pombe* lack PRC2 components and H3K27me, their internal telomere repeat-like elements can promote heterochromatin formation (Zofall et al., 2016; Duan et al., 2016). The genome of *Nicotiana tabacum* also has heterochromatic internal telomere repeats, but they lack the H3K27 methylation present at genuine telomeres (Majerová et al., 2014). Curiously, insertion of about 130 telomere repeats in Chinese ovary cells failed to significantly alter local transcription (Kilburn et al., 2001). It should be interesting to study the effects of terminal and interstitial telomere repeats on heterochromatin formation in a variety of organisms.

We inferred the existence of position-independent H3K27 methylation from our observation that some H3K27me2/3 domains were unaffected when moved to ectopic chromosomal locations (e.g. see domains on LG IIIR in OY320, LG VR in NM149, and LG VIR in ALS159 and OY329; Figure 1). The recapitulation of normal H3K27me2/3 profiles at ectopic chromosomal sites is consistent with the possibility that these chromosomal regions contain *cis*-acting signals that trigger the deposition of H3K27 methylation, perhaps comparable to PREs in *D. melanogaster*. It will be of interest to define the presumptive elements responsible for such position-independent H3K27me. While there is no consensus sequence for PREs in *D. melanogaster*, they are composed of unique combinations of binding sites for a variety of factors (Kassis and Brown, 2013). One DNA-binding factor known to affect PcG silencing in *D. melanogaster*, GRH, has an obvious homolog in *N. crassa* and could be a candidate for helping establish or maintain position-independent domains of H3K27me2/3 *via* sequence-specific interactions (Blastyák et al., 2006; Nevil et al., 2017; Paré et al., 2012). It remains possible that deposition of H3K27 methylation at position-independent domains is not directed by sequence-specific elements. In this context, it is worth noting that inhibition of transcription, caused by either exposure to RNA polymerase II inhibitors (Riising et al., 2014) or deletion of a transcriptional start site (Hosogane et al., 2016) was found to promote the deposition of H3K27me in mammalian cells. Conceivably, the position-independent domains of H3K27me2/3 in *N. crassa* could be directed by blocs of inherently low-expressing genes or by some other feature of the region, such as its location in the nucleus, which may be controlled by yet undefined factors. The fact that only about 10% of H3K27me2/3-marked genes are upregulated when the sole H3K27 methyltransferase is removed supports the notion that transcriptional shut-off may precede PRC2 recruitment (Klocko et al., 2016; Jamieson et al., 2013). Still, low transcriptional activity cannot entirely explain the targeting of PRC2 in *N. crassa* since many low-expressed genes are not H3K27 methylated.

Genome rearrangements are a common occurrence in malignant cells and can drive tumorigenesis through the creation of gene fusions, enhancer hijacking and oncogene amplification (Hnisz et al., 2016). Our findings suggest that genome rearrangements associated with cancer may additionally impact gene expression through effects on facultative heterochromatin. Indeed, there are already some reports of human diseases being driven by position effects (Surace et al., 2014; Guilherme et al., 2016). A great deal of research has focused on how characteristics of local chromatin influence translocation breakpoint frequencies (Hogenbirk et al., 2016), but the effects of the resulting translocations on chromatin state are still ill-defined. Altogether, our work shows that changes in genome organization can have sweeping effects on both the distribution of an epigenetic mark and gene expression. Thus, chromosome rearrangements may have unappreciated roles in evolution and cancer etiology.

## Materials and methods

### Strains, media and growth conditions

*N. crassa* strains are listed in Supplementary file 1 and were grown and maintained according to standard procedures (Davis, 2000). All genome rearrangement strains are available through the Fungal Genetics Stock Center (www.fgsc.net).

### Deleting and targeting segments of LG VIL

A strain containing a 47.4 kb deletion of LG VIL (N4933) was constructed by homologous recombination using primers listed in Supplementary file 2 (Colot et al., 2006). For *his-3* constructs, segments from LG VIL were PCR-amplified from wild-type (N3752) genomic DNA with primers containing restriction enzyme sites (Supplementary file 2) and directly cloned into pCR (Life Technologies TA Cloning Kit), subcloned into the *his-3*-targeting vector pBM61 (Supplementary file 3) and transformed into *N. crassa* strain N5739 (Margolin et al., 1997). For *csr-1* replacements, segments from LG VIL were PCR-amplified from wild-type (N3752) genomic DNA with primers containing homology to the 5’ and 3’ flanks of the *csr-1* locus (Supplementary file 2). Amplified segments were subsequently assembled by PCR (‘PCR-stitched’) to the 5’ and 3’ flanks of the *csr-1* locus respectively. Stitched PCR products were co-transformed into *N. crassa* strain N2931 and transformants were selected on cyclosporin A-containing medium (Bardiya and Shiu, 2007).

### Knocking-out *tert*

The *nat1* gene with the *trpC* promoter was amplified by PCR using the pAL12-Lifeact as the template with primers 3902 and 1369. The 5’ and 3’ flanking fragments of the *tert* gene were amplified by PCR with primers 3406–3409, which have specific 29 bp overhang sequence with the 5’ and 3’ *nat1* gene with the *trpC* promoter. The three PCR products were gel-purified, combined and PCR-stitched with primers 3406 and 3409 to construct the knockout cassette. The cassette was gel-purified and transformed into a ∆*mus-51* strain (N2929) by electroporation and resulting strains were crossed with a *mus-51^+^* strain (N3752) to recover progeny with the wild-type allele of *mus-51*.

### Targeting telomere repeats to *csr-1* and *his-3*

Concatamers of telomere repeats were amplified in a polymerase chain reaction lacking template as previously described (Wu et al., 2009). Resulting PCR products of ~500 bp were gel-purified and cloned into the pCR4-TOPO TA vector (Life Technologies TOPO TA Cloning kit for Sequencing). Telomere repeats from the cloning vector were PCR-stitched separately to 5’ and 3’ flanks of the targeting locus. For *csr-1* targeting, stitched PCR products were co-transformed into strain N5739 and homokaryotic transformants were selected on cyclosporin A-containing medium (Bardiya and Shiu, 2007). For *his-3* targeting, stitched PCR products were co-transformed into strain N2834 and heterokaryotic transformants were selected on medium lacking histidine.

### ChIP and preparation of libraries

ChIP was performed as previously described (Jamieson et al., 2016). An anti-H3K27me2/3 antibody (Active Motif, 39535) was used for all experiments. ChIPs for Figures 1 and 3, and Figure 1—figure supplements 1–3 were performed in biological triplicate. Real-time qPCR was performed as previously described (Jamieson et al., 2013). ChIP-seq libraries were also prepared as previously described (Jamieson et al., 2016), except N51, N6089, N6228 and N6383 libraries were subjected to eight cycles of amplification. Sequencing was performed using the Illumina NextSeq 500 using paired-end 100 nucleotide reads for input chromatin and some ChIP experiments. The remainder of the ChIP experiments were sequenced using the Illumina HiSeq 2000 using single-end 100 nucleotide reads or the NextSeq500 using single-end 75 nucleotide reads. All sequences were mapped to the corrected *N. crassa* OR74A (NC12) genome (Galazka et al., 2016) using Bowtie2 (Langmead and Salzberg, 2012). ChIP-seq read coverage was averaged over 100 bp sliding (50 bp increment) windows with BEDTools (Quinlan and Hall, 2010) and normalized to wild-type by coverage. ChIP-seq data were visualized with Gviz (Hahne and Ivanek, 2016). To adjust for different sequencing depths between wild-type and translocation samples, a scaling factor was determined for each sample as a ratio of total number of mapped reads in the given sample relative to wild-type. Each scaling factor was then used to normalize ChIP-seq samples. ChIP-seq data were visualized with either IGV (Thorvaldsdóttir et al., 2013) for Figures 1–2 and 4–5, Figure 1—figure supplements 1A, 2 and 3, Figure 4—figure supplement 1 and Figure 5—figure supplement 2 or Gviz for Figure 3A and B (Hahne and Ivanek, 2016). Normalized H3K27me2/3 ChIP-seq data were displayed using a 350 or 500 bp sliding widow unless otherwise specified in the figure legend.

### RNA isolation and preparation of libraries

RNA isolation and poly(A)-RNA enrichment, RNA-seq library preparation, and subsequent differential expression analysis were performed with replicate samples as previously described (Klocko et al., 2016). 

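The replicate libraries of a strain had Spearman correlations of CPM across genes of 0.95 (OY329) to 0.99 (ALS159 and OY337), where genes are not independent replicates. The median difference between them was 0.135 (OY337) to 0.394 (OY329) on the log2 scale. The 20 genes with most counts took 11.9% (UK3-41 replicate 1) to 21.7% (OY329 replicate 3) of a library. Replicate numbers did not pair the libraries of different strains. Among the 15 pairs of the 6 strains that have replicates 1 and 2, the difference between replicates correlated above 0.1 in 3 (Pearson's r across genes from −0.289 to 0.443). The labels could be checked against several genes. The gene set-7 (NCU07496) had between 8.98 and 29.0 CPM in the 7 translocation strains. The mating-type gene matA-1 (NCU01958) had no reads in AR16, which carries mat a, and 8 to 570 reads per strain in ALS159, OY329, OY337, OY350 and UK3-41, but no reads in UK2-32. The gene inl (NCU06666), which the genotype of UK3-41 names, had 1824 ± 215 CPM (SD, n = 2) in that strain and 206 ± 165 CPM (SD, n = 12) in the others, a log2 fold change of 3.45 (adjusted p = 2.81e-06 from edgeR). The gene al-2 (NCU00585), named in the genotype of OY337, had a log2 fold change of −0.37 there (adjusted p = 0.272 from edgeR), and 0.03 with OY329 left out of the reference.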

RNA-seq data were visualized with Gviz (Hahne and Ivanek, 2016).

### Translocation breakpoint analyses

Incongruous-paired and split-read alignments for input DNA samples were found using bwa-mem. The discordant and split-read alignments were analyzed with LUMPY v0.2.9 to determine the location of chromosomal breakpoints (Layer et al., 2014). 

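The deposited lists are less strict than the limits that follow. Of the 2782 calls, 778 had fewer than 5 supporting reads, the lowest number being 4, and 30 had a score of 0.05 or more. The calls had a median of 5 to 8 reads per isolate. A further 3 incomplete lines in the split-read list of OY320 were left out.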

A list of predicted breakpoints with a minimum call weight of five was generated and calls with an evidence set score <0.05. The chromosomal breakpoints were compared to mapping data determined by recombination mapping (Perkins, 1997), RFLP coverage and inverse PCR (http://hdl.handle.net/10603/68) to remove calls that were not associated with the translocation of interest. 

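Of the calls in the deposited lists, 480 of 718 were specific to the second AR16 isolate, 168 of 354 to UK2-32, 145 of 210 to AR16, 112 of 364 to UK3-41, 58 of 284 to OY329, 47 of 281 to OY337, 47 of 154 to OY350, 45 of 197 to ALS159 and 32 of 220 to OY320. The second AR16 isolate is not among the strains of Supplementary file 1. It shared 18 calls with the other AR16 isolate that no further isolate had, and 15 of these lay on LG III.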

PCR analyses of genome rearrangements ALS159, NM149, OY329, OY320 and UK3-41 were consistent with predicted breakpoint patterns (Supplementary file 4).

### Southern analysis

Southern hybridization analyses were performed as previously described (Miao et al., 2000). *N. crassa* telomere restriction fragments were examined as described previously with a HindIII/NotI double digest (Wu et al., 2009). Primers used to make probe are listed in Supplementary file 2.

### SNP mapping

ChIP-seq data for the duplication strain were converted into fasta format, trimmed to 70 nt, and filtered for 70 nt long reads using FASTX-Toolkit (http://hannonlab.cshl.edu/fastx_toolkit). Processed data were SNP-parsed with Hashmatch (Filichkin et al., 2010) using the Mauriceville-Oakridge SNPome (fasta file listing both versions of each SNP) (Pomraning et al., 2011). The SNPome file was modified to align with read lengths of 70 nt. Only reads with 100% alignment to either genome were kept for further analysis and were allocated into two files according to SNP mapping. Each file was then converted back into fastq format using SeqTK 1.0 (https://github.com/lh3/seqtk) and remapped with Bowtie2 to the genome corresponding with its SNP alignment. To adjust for the variable mapping efficiency of each SNP-parsed file to either Mauriceville or Oakridge, samples were normalized using a scaling factor. The scaling factor was calculated as a ratio of the number of alignments for each SNP-parsed file relative to the file with the smallest number of alignments. H3K27me2/3 profiles were displayed in IGV (Thorvaldsdóttir et al., 2013) to examine the individual H3K27me2/3 profiles for wild-type and rearranged chromosome segments.

### Data availability

All ChIP-seq and RNA-seq data, as well as whole genome sequence data, will be available from the NCBI Gene Expression Omnibus (GEO) database (accession GSE104019).

# Supplementary material for: Telomere repeats induce domains of H3K27 methylation in Neurospora
**Source:** eLife. 2018 Jan 3;7:e31216. doi: 10.7554/eLife.31216
**Supplement:** Supplementary file 1. — The numbers and their corresponding genotypes are indicated for all strains used in this study.

**Supplementary File 1. List of strains**

| Strain | Genotype |
| --- | --- |
| N51 (FGSC 2225) | *mat A;* Mauriceville |
| N625 | *mat a; his-3* |
| N2834 | *mat A; his-3*; Δ*mus-52::hph^+^* |
| N2931 | *mat a;* Δ*mus-52::bar^+^* |
| N3752 (FGSC 2489) | *mat A;* Oak Ridge |
| N4730 | *mat A;* Δ*set-7::bar^+^* |
| N4933 | *mat a*; Δ47.4 kb::*hph^+^* |
| N5100 (FGSC 1614) | *mat a;* In(IL->IR)AR16 |
| N5101 (FGSC 2100) | *mat A;* T(IV->VI)ALS159 |
| N5102 (FGSC 3670) | *mat A;* T(VI->III)OY329 |
| N5547 | *mat a;* Δ*mus-52::bar^+^;* Δ47.4 kb::*hph^+^* |
| N5683 | *mat A*; *his-3^+^::1;* Δ47.4 kb::*hph^+^* |
| N5684 | *mat A*; *his-3^+^::2;* Δ47.4 kb::*hph^+^* |
| N5685 | *mat A*; *his-3^+^::3;* Δ47.4 kb::*hph^+^* |
| N5686 | *mat A*; *his-3^+^::4;* Δ47.4 kb::*hph^+^* |
| N5687 | *mat A*; *his-3^+^::5;* Δ47.4 kb::*hph^+^* |
| N5688 | *mat A*; *his-3^+^::6;* Δ47.4 kb::*hph^+^* |
| N5689 | *mat A*; *his-3^+^::7* Δ47.4 kb::*hph^+^* |
| N5690 | *mat A*; *his-3^+^::8;* Δ47.4 kb::*hph^++^* |
| N5695 | *mat a*; Δ*csr-1::1;* Δ47.4 kb::*hph^+^* |
| N5696 | *mat a*; Δ*csr-1::2;* Δ47.4 kb::*hph^+^* |
| N5697 | *mat a*; Δ*csr-1::3;* Δ47.4 kb::*hph^+^* |
| N5698 | *mat A*; Δ*csr-1::4;* Δ47.4 kb::*hph^+^* |
| N5699 | *mat A*; Δ*csr-1::5;* Δ47.4 kb::*hph^+^* |
| N5700 | *mat a*; Δ*csr-1::6;* Δ47.4 kb::*hph^+^* |
| N5701 | *mat a*; Δ*csr-1::7;* Δ47.4 kb::*hph^+^* |
| N5702 | *mat A*; Δ*csr-1::8;* Δ47.4 kb::*hph^+^* |
| N5739 | *mat A*; *his-3;* Δ47.4 kb::*hph^+^* |
| N5857 (FGSC 1483) | *mat A;* T(II->V)NM149 |
| N5858 (FGSC 3668) | *mat A;* T(II->IV)OY337, *al-2* |
| N5859 (FGSC 7294) | *mat A;* T(IVR->VL)UK2-32 |
| N5862 (FGSC 4641) | *mat A;* T(VIL->IR)OY350 |
| N5863 (FGSC 3635) | *mat A;* T(VI->III)OY320 |
| N5866 (FGSC 6869) | *mat A; inl*; T(VR )UK3-41 |
| N6089 | *mat a;* Dp(VI->III)OY329 |
| N6093 (FGSC 3671) | *mat a;* T(VI->III)OY329 |
| N6228 | *mat A;* Δ*tert::nat-1^+^* |
| N6381 | *mat a;* Δ*mus-52::bar^+^;* Δ*csr-1::*(TTAGGG)_8_ |
| N6383 | *mat a;* Δ*mus-52::bar^+^;* Δ*csr-1::*(TTAGGG)_17_ |
| N6984 | *mat a;* Δ*mus-52::bar^+^;* Δ*csr-1::*(TTAGGG)_8_ |
| N6985 | *mat a;* Δ*mus-52::bar^+^;* Δ*csr-1::*(TTAGGG)_8_ |
| N6986 | *mat a;* Δ*mus-52::bar^+^;* Δ*csr-1::*(TTAGGG)_17_ |
| N6987 | *mat a;* Δ*mus-52::bar^+^;* Δ*csr-1::*(TTAGGG)_17_ |
| N7515 | *mat A;* Δ*mus-52::hph^+^; his-3^+^::*(TTAGGG)_23_ (heterokaryon) |
| N7516 | *mat A;* Δ*mus-52::hph^+^; his-3^+^::*(TTAGGG)_22_ (heterokaryon) |
| N7517 | *mat A;* Δ*mus-52::hph^+^; his-3^+^::*(TTAGGG)_21_ (heterokaryon) |

# Supplementary material for: Telomere repeats induce domains of H3K27 methylation in Neurospora
**Source:** eLife. 2018 Jan 3;7:e31216. doi: 10.7554/eLife.31216
**Supplement:** Supplementary file 2. — All primers included in this study are identified by primer number, a brief description of how they were used and their corresponding sequence.

**Supplementary File 2. List of primers**

# Supplementary material for: Telomere repeats induce domains of H3K27 methylation in Neurospora
**Source:** eLife. 2018 Jan 3;7:e31216. doi: 10.7554/eLife.31216
**Supplement:** Supplementary file 3. — Plasmids used in this study are identified by number and accompanied by a brief description of how they were utilized.

**Supplementary file 3. List of plasmids**

| Plasmid | Description |
| --- | --- |
| 1991 | pBM61 – *his-3* targeting vector |
| 3110 | LG VIL H3K27me2/3 segment #1 cloned into 1991 |
| 3111 | LG VIL H3K27me2/3 segment #2 cloned into 1991 |
| 3112 | LG VIL H3K27me2/3 segment #3 cloned into 1991 |
| 3113 | LG VIL H3K27me2/3 segment #4 cloned into 1991 |
| 3114 | LG VIL H3K27me2/3 segment #5 cloned into 1991 |
| 3115 | LG VIL H3K27me2/3 segment #6 cloned into 1991 |
| 3116 | LG VIL H3K27me2/3 segment #7 cloned into 1991 |
| 3117 | LG VIL H3K27me2/3 segment #8 cloned into 1991 |
| 3172 | (TTAGGG)_76_ cloned into pCR4-TOPO-TA |
| FGSC #10598 | pAL12-Lifeact – source of *trpC::nat-1* |

# Supplementary material for: Telomere repeats induce domains of H3K27 methylation in Neurospora
**Source:** eLife. 2018 Jan 3;7:e31216. doi: 10.7554/eLife.31216
**Supplement:** Supplementary file 4. — A synopsis of the analyses we used to detect translocation breakpoints. Breakpoints were detected by LUMPY (Layer et al., 2014) and confirmed by PCR (for primer sequences, see Supplementary file 2).

**Supplementary File 4. Chromosome rearrangement breakpoint analyses.**

|  | | Detected by sequencing using LUMPY1 | | |  | Determined by genetic mapping2 |
| --- | --- | --- | --- | --- | --- | --- |
| Strain Name | Collection Number | Breakpoint 1 | Breakpoint 2 | Type | Confirmed by PCR | Location Relative to Chromosomal Loci |
| UK3-41 | N5866 | LG V: 3897192-3897194 | LG V: 5776547-5776549 | deletion | yes | Insertional translocation. 

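The windows that the table lists for 6 junctions with deposited call lists (2 in UK3-41, 2 in OY329 and 1 each in ALS159 and OY320) were looked for among all calls. Each was found in its own strain from both kinds of read, and in none of the other isolates. All 6 split-read windows were the same as those of the table. They rested on 4 to 7 split reads, and the read-pair calls at the same places on 6 to 15 read pairs. With ends required within 100 bp or within 10000 bp the 6 junctions were again found in their own strain and none elsewhere, and 4 of them had a call with at least 10 supporting reads. Junctions of NM149 were not analysed here.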

Segment of LG VR (including al-3  and pyr-6) is inserted into a distal position in LG VIL (inl-chol-2). |
|  |  | LG V: 5776547-5776549 | LG VI: 105930-105932 | interchromosomal |  |  |
| OY350 | N5862 | not detected | not detected | not applicable | not applicable | Quasiterminal translocation. Distal segment of LG VIL (including chol-2 but not nit-6 or het-8) is translocated to LG IR (distal to un-18). |
| ALS159 | N5101 | LG IV: 1479854-1479856 | LG VI: 4144843-4144845 | interchromosomal | partial: confirmed LG IV | Quasiterminal translocation. Segment of LG IVR (including all  IVR markers except psi) is translocated to the tip of LG VIR. |
| OY329 | N5102 | LG VI: 3451742-3451744 | LG III: 1737664-1737666 | interchromosomal | not applicable | Insertional translocation. Segment of LG VIR (including trp-2 and ws-1) is inserted into LG IIIR. |
|  |  | LG VI: 4200441-4200443 | LG III: 1737671-1737673 | interchromosomal |  |  |
| NM149 | N5857 | LG II: 572091-572133 | LG V: 6421603-6421637 | interchromosomal | yes | Quasiterminal translocation. Segment of LG IIL (including ro-3 and distal markers) is translocated to the tip of LG VR. |
|  |  | LG II: 572078-572097 | LG II: 2851306-2851323 | inversion |  |  |
| OY320 | N5863 | LG VI: 3715970-3715972 | LG III: 5274307-5274309 | interchromosomal | yes | Quasiterminal translocation. Distal segment of LG VIR (not including trp-2) is translocated to the tip of LG IIIR. |
| UK2-32 | N5859 | not detected | not detected | not applicable | not applicable | Quasiterminal translocation. 

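In the input DNA of OY320, LG VI at 3715971 and LG III at 5274308 were joined by a call with 4 split reads. A pair of read-pair calls at the same place had 9 and 12 reads.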

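In UK2-32, 4 specific read-pair calls joined LG IV to LG V, with at most 12 reads, and no split-read call joined the same places. The other isolates had 0 to 4 such calls, with 4 in UK3-41 and in the second AR16 isolate.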

Segment of LG IVR (including nit-3 and distal markers) is translocated to LG VL at or near theNOR. |
| AR16 | N5100 | not detected | not detected | not applicable | not applicable | Pericentric inversion. Large segment of LG I (including ser-3 but not un-3, and extending close to LG IR) is inverted. |
| OY337 | N5858 | not detected | not detected | not applicable | not applicable | Quasiterminal translocation. 

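In the AR16 isolate listed here, 1 specific inversion call with ends over 1 Mb apart was found on LG I, from 2552222 to 3952371, with 4 read pairs and no split reads. The other isolates of the strains here had 0 to 4 such calls, with 4 in UK2-32, 3 in UK3-41 and 1 in OY329, and the second AR16 isolate had 10.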

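In OY337, 3 specific read-pair calls joined LG II to LG IV, with at most 7 reads and no split-read call at the same places. The other isolates had 0 to 9 such calls, with 0 in AR16, 1 each in ALS159 and OY350, 2 in OY320, 3 in UK3-41, 4 each in OY329 and UK2-32 and 9 in the second AR16 isolate.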

Segment of LG IIR (including arg-12 and distal markers) is translocated to the tip of LG IVR. |
| 1Coordinates of translocation breakpoints (reported as windows due to ambiguity) were identified using LUMPY v0.2.9 (Layer et al. 2014). PCR was performed across candidate breakpoints to verify their authenticity (primers listed in Table S2). 2In cases in which candidate breakpoints were not identified by sequence analysis, approximate breakponts determined by genetic mapping (Perkins 1997) were utilized. | | | | | | |

How the deposited data were processed for this re-analysis (not part of the article)

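Poly-A+ mRNA-seq counts were analysed for 7 translocation strains (ALS159, AR16, OY329, OY337, OY350, UK2-32 and UK3-41) with 2 libraries each, and for 2 libraries labelled OY329 with a deletion of set-7. Replicate numbers were taken from the labels of the deposited files. The wild-type mRNA-seq libraries and the ChIP-seq profiles were not analysed here. The strain of each library was taken from its label and checked against the strain tables of the paper.

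According to the authors' methods, RNA was isolated, enriched for poly(A) and sequenced as in an earlier paper that they cite, with replicate samples. The counts, as deposited by the authors, are whole numbers of reads per gene, with 5 summary rows per library for reads counted on no gene. The paper's ChIP methods give Bowtie2 as the aligner for all sequences, without naming the mRNA-seq. The RNA methods name no aligner. The annotation release and the strandedness of the counting are not in the paper's text. The gene identifiers were used as the files give them, and 9729 of the 9730 matched the RefSeq table of Neurospora crassa OR74A, which was used for gene symbols, linkage groups and neighbouring or overlapping genes.

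The deposited table of genes in regions that gained or lost H3K27me2/3 has 950 lines for 475 pairs of strain and gene, each pair on a line for wild type and a line for the mutant. Its fold changes are, per the file headers, ratios of the translocation strain to wild type from the authors' differential expression analysis. Its log2 values are the log2 of those ratios as deposited by the authors. Its p-values and adjusted p-values come from the same analysis by the authors and were not used here. The table has 1 further column of values per sample, which was not used.

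Counts were filtered with edgeR's filterByExpr by strain, which left 8170 genes in the 14 libraries of the translocation strains and 8223 in all 16. They were normalized by TMM (edgeR 4.0.16, limma 3.58.1, R 4.3.3) and fitted with a quasi-likelihood negative binomial model with strain as the factor (common dispersion 0.0433). Each translocation strain was compared with the mean of the other 6, and OY329 with the deletion of set-7 was compared with OY329 in the fit on 16 libraries. The threshold was a Benjamini-Hochberg adjusted p of 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the test's F statistic. CPM, the counts of a gene scaled to a common library size, use the TMM library sizes, and log2 CPM per library uses a prior count of 2. Set tests used camera with a preset correlation between genes of 0.01, adjusted over 15 sets. The strains were permuted over the lists in all possible assignments, and the statistic was the mean over lists of the median log2 fold change. With 2 libraries per strain, no exact test was run for a single gene.

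Library totals ran from 6435058 to 27994440 reads on genes in the translocation strains, and were 10936884 and 8401751 in the libraries labelled with the deletion of set-7, where 23.6% and 27.0% of all counted reads were in the summary rows without a gene. A count of 0 was taken to allow up to 3 counts. A fold against a group without reads is given as a lower bound against these 3 counts, and a ratio with 1 to 3 counts in a group has a 95% exact (Clopper-Pearson) binomial interval. These cover counting error alone, since reads amplified by PCR are not independent molecules. The replicate libraries differed by more than counting error, with a chi-square per gene of 12.4 to 203.

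Genes were named by a rule set before the data were examined: every gene that the paper or Supplementary file 2 names for expression, set-7, genes that the genotypes name and trp-2, up to 5 genes in each of the OY350 regions, up to 2 genes in each other list with the largest change in the direction the study describes, and the 5 largest rises and falls in the comparison with the deletion of set-7. Other genes named in the closing parts were chosen after their values were seen.

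A gene was listed as without reads in a strain when it had at most 1 count in both libraries of the strain and at least 1 CPM in every library of the other 6 strains.

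The breakpoint calls come from input DNA of 9 isolates, 1 library each. Per the authors' methods, reads were aligned with bwa-mem and discordant pairs and split reads were analysed with LUMPY. The score of a call is the LUMPY evidence set score as deposited, where a smaller score is stronger evidence. All calls in the lists were used, including those below the limits that the methods state. Calls were taken as the same when both ends lay within 1000 bp, and 106 calls had an end on a contig outside LG I to VII.

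The alternatives set before the data were examined were DESeq2 1.42.0 with its size factors, no filter beyond 1 count in total, at least 10 counts in every library, a replicate term, a reference without strains listed at the gene, all 16 libraries in the fit, OY329 left out of the reference, fry in place of camera, list genes with a mean of at least 5 CPM, the 4 libraries of the set-7 comparison alone, and each library left out in turn. For the breakpoint calls they were matching distances of 100 and 10000 bp, at least 10 supporting reads, and each kind of read alone. For genes without reads they were a count of 0, and at most 1% of the median CPM of the other strains with at least 5 CPM in each. After seeing the data, 5 alternatives were added for the lists: the genes at the right end of LG IV, where OY337 had no reads, left out, OY337 left out of the reference at these genes, strains that list a gene left out of its reference as well, genes on the loss lists of 2 strains left out, and genes that are a gain in 1 strain and a loss in another left out.

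The methods were tested on simulated data. With 200 genes changed in counts simulated like those of OY350, edgeR recovered 188 and made 18 false calls among 7995 genes, and for the set-7 comparison it recovered 155 and made 10 false calls among 8049 genes. Unlike in the data, the simulated strains differed at the changed genes alone. The genes with the lowest counts were not among those changed. DESeq2 recovered 192 with 30 false calls and 163 with 29 false calls. All 200 genes planted without reads and all 120 specific calls planted in simulated call lists were found, with no false ones among the genes. The planted genes had a mean of at least 5 CPM, so this does not cover weaker genes. The planted calls check the matching rule alone.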

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

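The tests of misplaced reads, of the depth at NCU04713 and on LG IV, of the segment at NCU04713, of the UK2-32 list at the LG IV genes and of the lists of other strains in the set-7 comparison were chosen only after the result was seen.

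The gain lists of OY329 and UK3-41 had medians above 0. The median log2 fold change of the genes that gained H3K27me2/3 was 0.33 in OY329 and 0.12 in UK3-41 and was above 0 in both libraries of each, while in the other 5 strains it was below 0 in both libraries. As sets these 2 lists did not differ from the other genes (edgeR's camera, adjusted p = 0.432 and 0.698, in ranges of 0.00509 to 0.834 and 0.0145 to 0.834 over the alternatives). The gain lists of the other 6 strains also had medians above 0 in OY329, from 0.22 to 1.10, and in UK3-41 they had −0.55 to 0.57, so the medians of the 2 lists lie among those of lists of other strains. The difference between the strains was not tested. A gain or loss of H3K27me2/3 at the same genes in the reference strains was argued against, since 0 of the tested genes in either list are listed for another strain. Over list genes with a mean of at least 5 CPM, the OY329 median was 0.295 and the UK3-41 median 0.0783, with genes that go both ways, so weakly expressed genes could not be excluded in either strain. Without OY329 replicate 1, the deeper library with the longer index, the OY329 median was 0.0720, too close to 0 to decide whether that library made the difference. The comparison with wild type was not analysed here. The authors' deposited medians against wild type are 0.09 and −0.20. A difference between the regions or the strains stays open and was not tested.

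The paper does not report on the libraries labelled OY329 with a deletion of set-7, the gene of the H3K27 methyltransferase. Of 8223 genes, 620 differed from OY329 at an adjusted p under 0.05 from edgeR, 398 higher and 222 lower, and 2093 had an unadjusted p under 0.05. This number was 406 without OY337 replicate 2, 1023 with DESeq2, and 17, all higher, in a fit on the 4 libraries alone. The gene set-7 (NCU07496) itself had 40 and 16 reads in these libraries, a log2 fold change of −1.79 (adjusted p = 0.00360 from edgeR, in a range of 1.57e-06 to 0.251 over the alternatives). The largest rises were those of NCU07152 and NCU07148, with no reads in OY329 and at least 203-fold and 102-fold higher, NCU07150, with a log2 fold change of 9.44, NCU08521, at least 59.4-fold higher, and NCU07249, 456-fold higher with 2 reads in OY329 (95% exact binomial interval 126 to 3780). The largest falls were those of NCU05980 and matA-1 (NCU01958), with no reads in the libraries labelled with the deletion and at least 24.3-fold and 11.6-fold lower, NCU09865, 29.5-fold lower with 3 reads (9.89 to 145), NCU02061 with −3.33 and NCU02022 with −3.28. The falls had adjusted p values above 0.05 in the fit on the 4 libraries alone, as had NCU08521 (0.0609). A gene deleted in full would have no reads, but set-7 had 40 and 16. Where in the gene these reads lie was not examined, so they do not decide on the label. Whether set-7 is fully deleted in these libraries stays open.

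The genes that lost H3K27me2/3 in the other strains were higher in the libraries labelled with the deletion, with a median log2 fold change of 0.68 over 81 genes, 56 above 0, 18 called higher and 0 lower (edgeR's camera, adjusted p = 1.91e-07, and fry, adjusted p = 2.62e-05, over 15 sets). Without N6086 the median was 0.16. By list it was 1.73 for OY350 (adjusted p = 6.6e-06), 1.11 for UK3-41 (0.000582), 0.82 for UK2-32 (1.93e-05), 0.81 for AR16 (0.0610) and 0.41 for OY337 (0.715), all from edgeR's camera. Without N6086 these medians were 1.74 for OY350, 0.0376 for UK3-41, 0.61 for UK2-32, 0.89 for AR16 and −0.0311 for OY337, so the values of UK3-41 and OY337 rest on that library. NCU10031 and NCU10030, on the OY350 list, had 258 and 34.9 CPM there, against 8.74 and 7.01 CPM in OY329. The genes that gained H3K27me2/3 in the other strains had a median of 0.10 over 198 genes (adjusted p = 0.214 with edgeR's camera and 0.0340 with fry). Without N6086 this median was −0.05, and without N6087 it was 0.18, so its sign rests on N6086. Among these gain lists UK3-41 had 0.39 (adjusted p = 1.58e-07 from edgeR's camera), and ALS159 (0.03), AR16 (−0.33), OY337 (0.06), OY350 (0.14) and UK2-32 (0.06) were not called by camera. Without N6086, UK3-41 had 0.27, AR16 −0.80 and UK2-32 −0.43. The lists of OY329 itself had medians of 0.23 for the gains (adjusted p = 0.0755 from edgeR's camera, in a range of 0.0139 to 0.159 over the alternatives) and −0.05 for the losses (adjusted p = 0.932 from edgeR's camera).

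The libraries labelled with the deletion carried an index of 8 nt, as did OY329 replicate 1 but not replicate 3. An effect of the longer index on all genes would need less spread of the log2 differences against replicate 1. They spread 1.05 times as much against replicate 1 as against replicate 3. The OY329 libraries also differ in depth and in reads counted on no gene (10% in replicate 1 and 26.3% in replicate 3). The comparison therefore cannot decide on an effect of the index on all genes. For the lists of losses, the median against OY329 replicate 1 alone was 0.87, which argues against the library with the shorter index. Library depth, an effect of the longer index on all genes and other genetic differences between these strains stay open. Of such differences, matA-1 had no reads in the libraries labelled with the deletion. A wrong label and a deletion of set-7 itself stay open as well. A candidate explanation for the higher lists of losses is the absence of H3K27 methylation at these genes, found and looked at in the same data.

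OY350 had 3 specific calls joining LG I to LG VI, although the paper reports no junction for it. Misplaced reads as in other isolates could not be excluded, since 6 of the 36 such calls of the other isolates, all in the second AR16 isolate, were also seen by both kinds of read. The junction of LG I at 638 had read pairs alone. The gene NCU04713 on LG VI, chosen after its values were seen, had no reads in OY350 and at least 11.8 CPM in each library of the other 6 strains. Too little depth was argued against, since 195 counts would be expected at that lowest level. A segment missing between the LG VI ends of the calls stays open, since the neighbouring gene NCU17066 had 2 counts in OY350 where 5.12 would be expected, too few to decide, and the position of the genes relative to the calls was not tested. The calls may mark the junctions of the translocation, but this was not shown.

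The second AR16 isolate, which the paper does not report on, had 10 specific inversion calls over 1 Mb on LG I, where the AR16 isolate of the paper had 1. Of the 10, 4 were of a single pair of junctions, LG I at 4801489 with 8603619 and LG I at 4801371 with 8603615, in both orientations and from both kinds of read, with 7 and 4 split reads. Misplaced reads as in other isolates could not be excluded. The other isolates had 0 inversions over 1 Mb with both junctions called by both kinds of read, but they had few inversion calls of this length, and this isolate had the most calls of all, 718, with 23 specific calls joining LG I to LG VI. No biological explanation was tested.

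In OY337, 15 genes at the right end of LG IV had no reads, all with 0 counts, while each library of the other strains had at least 1 CPM. Figure 1—figure supplement 2 marks a deletion there, and the paper does not report expression of these genes. The 15 genes were chosen for having no reads, so they do not test a missing segment. The other 3 genes between the first and the last of them had 0 counts in OY337, where 40.4 would be expected at the lowest summed CPM of the other libraries, as a segment missing from the strain needs. This rests on NCU05166 and NCU16905, chosen after their values were seen, since NCU16904 had a median of 0 CPM elsewhere. Too little depth was argued against, since 6720 counts would be expected at the lowest CPM of the other strains. None of the genes on the loss list of OY337 lies in this span or beyond it, but 10 of the 20 tested genes on the loss list of UK2-32 do, with 0 counts in OY337, which is a reference strain for UK2-32. With OY337 left out of the reference at these genes the UK2-32 median was 0.42 in place of 1.81, and over the genes elsewhere it was −0.46, though OY337 lists 8 of these 10 genes as losses too, and −0.32 with strains that list a gene left out of its reference. The 2 genes elsewhere that OY337 does not list had a median of 2.87. A missing segment may explain the block, and silencing of the whole span was not tested.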

How the results depend on the processing

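All alternatives but those on the LG IV block of OY337 and on genes of 2 lists, chosen after seeing the data, were set before the data were examined. There were 51 results and 22 settings apart from those that left out a library, though not every setting applies to every result. Of the 396 values under these settings, 325 were the same by the rules set for direction, threshold and spread, and of the 530 values with a library left out 473 did. The replicate term could not be fitted for the set-7 comparison, whose libraries carry no replicate numbers in common, and was not run there. The cause of the changes below was not tested unless fewer genes or libraries are named.

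With DESeq2, 641 genes differed in OY350, against 402, 1023 in the set-7 comparison, against 620, and the loss list of OY337 had a median of 0.49 at an adjusted p of 0.0878 from DESeq2's statistics. Over the alternatives the adjusted p of that list ran from 1.05e-05 to 0.432. With no filter beyond 1 count, where 35 genes of the list are tested in place of 18, its median was 0.0120 (adjusted p = 0.0571 from edgeR's camera), the pooled losses had 1.26, the lowest of the medians of the control genes was −0.0552 and their pooled median 0.0023.

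With at least 10 counts in every library, which leaves 12 genes of the UK2-32 gain list, 5 of the AR16 loss list, 5 of the UK2-32 loss list, 7 of the OY329 loss list, 14 of the UK3-41 loss list and 43 of the 104 pooled losses, the UK2-32 gain list had −0.31, the AR16 loss list 0.39, the UK3-41 loss list 0.21 in place of 2.59 (adjusted p = 0.0105 from edgeR's camera) and the UK2-32 loss list −0.68, the reverse of 1.81. A minimum in every library removes genes that are silent in some strains. The mean of the loss medians was 0.31, the pooled gains had −0.36, the pooled losses 0.45, the control genes −0.0215 (lowest), 0.0588 (highest) and 0.0079 (pooled), and the OY329 loss list in the set-7 comparison had 0.26, the reverse of −0.05. Over list genes with a mean of at least 5 CPM, the loss list of AR16 had 0.41 with 3 genes, that of OY337 0.75 with 5 genes, the mean of the loss medians was 0.91, the pooled gains had −0.49, the pooled losses 0.85 and the OY329 loss list in the set-7 comparison 0.27. The adjusted p values of the AR16 loss list ran from 5.63e-06 to 0.206 (edgeR's camera or fry) over the alternatives.

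With the genes at the right end of LG IV that had no reads in OY337 left out of the lists, the loss list of UK2-32 had −0.46 over 10 genes, the reverse of 1.81 (adjusted p = 0.112 from edgeR's camera, in a range of 6.03e-20 to 0.902 over the alternatives), the mean of the loss medians was 0.75 (exact permutation test, p = 0.0403) and the pooled losses had 0.86. With OY337 left out of the reference at these genes, the list had 0.42, the mean 0.90 (exact permutation test, p = 0.00694) and the pooled losses 0.84. No other list holds such a gene. Of the 10 genes outside LG IV's right end, 8 are also on the loss list of OY337, which is in their reference. With strains that list a gene left out of its reference as well, these 10 genes had −0.32, the loss list of OY337 0.41 (adjusted p = 0.0523 from camera on edgeR's statistics), the pooled losses 0.74 and the mean of the loss medians 0.91 (exact permutation test, p = 0.00833). With the 15 genes on the loss lists of 2 strains left out, which leaves none of AR16, the loss list of OY337 had 0.22 over 10 genes (adjusted p = 0.432 from edgeR's camera), that of OY350 2.56 over 3 genes, the pooled losses 1.92 and the mean of the 5 loss medians 1.78 (exact permutation test, p = 0.133). With the 7 genes that are gains in UK2-32 and losses in OY337 left out, the gain list of UK2-32 had −0.42 (adjusted p = 0.0286 from edgeR's camera), the loss list of OY337 0.75 (adjusted p = 0.00388 from edgeR's camera), the pooled gains −0.55 and the pooled losses 1.24.

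With the replicate term, 1421 genes differed in OY337 and 604 in OY350, and the pooled gains had −0.63. The replicate numbers do not pair the libraries of different strains. With strains listed at a gene left out of the reference, the loss list of OY337 had 0.41 (adjusted p = 0.0523 from edgeR's camera). With OY329 left out of the reference, 1530 genes differed in OY337 and 774 in OY350, the pooled gains had −0.77 and the pooled losses 1.22. Under fry the gain lists of OY329 (0.33) and UK3-41 (0.12) and the OY329 gain list in the set-7 comparison (0.23) were called higher, at adjusted p values of 0.00509, 0.0145 and 0.0139. In the fit on the 4 libraries of the set-7 comparison, 17 genes differed.

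Each library was left out in turn, which leaves fewer libraries to estimate the spread. The number of genes that differed ran from 226 (without OY337 replicate 1) to 832 (without OY329 replicate 1) in OY350, from 476 (without OY337 replicate 1) to 1155 (without OY329 replicate 1) in AR16, from 615 to 1446 (without OY329 replicate 3) in OY337, and from 406 (without OY337 replicate 2) to 745 in the set-7 comparison. The median of the gain list ran from −2.14 to −1.81 in ALS159, from 0.0720 (without OY329 replicate 1) to 0.34 in OY329, from −0.87 to −0.68 in OY337, from −1.11 (without OY350 replicate 1) to −0.29 (without OY350 replicate 2) in OY350, from −1.16 (without UK2-32 replicate 1) to −0.67 in UK2-32 and from 0.0313 (without UK3-41 replicate 1) to 0.16 in UK3-41. That of the loss list ran from 0.23 (without AR16 replicate 1) to 0.59 (without AR16 replicate 2) in AR16, from 0.40 (without OY329 replicate 1) to 1.00 in OY329, from 0.35 (without OY337 replicate 1) to 0.66 in OY337, from 0.53 to 1.06 (without OY350 replicate 1) in OY350 and from 2.51 to 2.81 in UK3-41, and 3 to 5 genes of the OY350 loss list were called higher. The pooled gains ran from −0.70 to −0.62, the pooled losses from 1.08 to 1.24, and the control genes from −0.0253 to −0.00079 (lowest) and from 0.0336 to 0.0500 (highest). In the set-7 comparison the OY329 gain list ran from −0.0379 (without N6086) to 0.36, and the OY329 loss list from −0.50 (without N6086) to 0.48 (without OY329 replicate 1). That median was above 0 in every fit except those without N6086 and without OY337 replicate 1, and 11 of the 16 fits count as reversed, each with 11 genes tested in place of 10.

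The number of genes without reads in ALS159, 17 as reported, was 3 at a count of 0, 6 at a share of at most 1%, and 17 to 26 (without ALS159 replicate 2) with a library left out. It was 5 and 5 in place of 8 in AR16 for the same changes. In OY329 it was 0 to 6 (without OY329 replicate 1), and in UK2-32 it was 1 to 3 (without UK2-32 replicate 1). For OY337 it was 15 at a count of 0 and 10 at a share of at most 1%.

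The specific breakpoint calls fell with at least 10 supporting reads, to 4 in ALS159, 60 in AR16, 136 in the second AR16 isolate, 6 in OY320, 14 in OY329, 13 in OY337, 5 in OY350, 49 in UK2-32 and 28 in UK3-41, with 7 shared by the AR16 isolates. With split reads alone they were 12, 45, 159, 10, 10, 7, 26, 39 and 29 in the same order, with 7 shared. With read pairs alone OY350 had 21 and the AR16 isolates shared 10. These alternatives count fewer calls by construction. The 6 published junctions were found in their own strain under all matching distances and in each kind of read alone, and 4 of them with at least 10 supporting reads.

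Among 45 single genes, none changed direction past the threshold. Of these, 10 fell below the threshold and 18 moved by more than the replicate spread under at least 1 alternative, and 20 were unchanged under all.

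With 6435058 to 8876052 reads in all libraries of the 7 strains but OY329 replicate 1, genes with few reads are limited by depth. In simulated data 188 of 200 changed genes were found in the comparison of OY350 and 155 of 200 in that of the deletion of set-7. The genes with the lowest counts were not among those changed, so these numbers do not measure that limit.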

Differences from the paper's values

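In Fig. 3C, the median log2 fold change of the genes that lost H3K27me2/3 in all strains is about 0.5 in the paper, read by eye and measured against wild type, and the value here, against the other 6 translocation strains, was 1.13. Of the alternatives set before the data were examined, the minimum of 10 counts in every library gave 0.45 over 43 of the 104 pairs, but this minimum removes genes with few or no reads in any strain, so the lower value does not account for the gap. The values with DESeq2 (1.11), no filter beyond 1 count (1.26), the replicate term (1.08), the reference without strains listed at the gene (1.16), the fit on 16 libraries (1.16), OY329 left out of the reference (1.22), list genes with a mean of at least 5 CPM (0.85) and the 14 fits that each left out a library (1.08 to 1.24) differed from the paper's value as well. Of the alternatives chosen after seeing the data, the genes at the right end of LG IV that had no reads in OY337 left out gave 0.86, OY337 left out of the reference at these genes gave 0.84, strains that list a gene left out of its reference as well gave 0.74, genes on the loss lists of 2 strains left out gave 1.92, and genes that are a gain in 1 strain and a loss in another left out gave 1.24, all of which also differed. The authors' deposited log2 fold changes have a median of 0.58 over all 170 listed losses.

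The paper lists the junctions of OY350 as not found by sequencing in Supplementary file 4. In the deposited calls 3 specific calls joined LG I to LG VI, 2 of them at a junction seen by both kinds of read, but misplaced reads were not excluded.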

Other observations

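The tests of the depth of the mat A genes and of exchanged libraries were chosen only after the result was seen.

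The genotype table of the paper gives mat A for UK2-32. The 3 mat A genes (matA-1, matA-2 and matA-3) had no reads in either UK2-32 library. Too little depth was argued against, since 48.6 counts would be expected at the median of the other mat A strains, and 8.32 at the lowest of them. An exchange of the libraries of UK2-32 and AR16, which carries mat a, was argued against, since the libraries labelled AR16 would then have reads of the mat A genes and had 0, where 52.2 counts would be expected at the median of the other mat A strains and 8.93 at the lowest of them. The input DNA of UK2-32 had 92 calls with both ends on LG I, within 20000 bp of each other. Of these, 8 were shared with AR16 and with no isolate listed as mat A. Their distance from the mating-type genes was not examined, so they do not test whether the strain carries mat a. UK2-32 shared no call on another linkage group with AR16 alone, but it shared 33 LG I calls with the second AR16 isolate alone. On other linkage groups it shared 6 calls with that isolate alone. With UK3-41 and ALS159, both listed as mat A, it shared 9 and 2 calls on other linkage groups and 0 on LG I. The libraries may come from an isolate that carries mat a. A wrong label or another isolate of the same name stays open.

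Genes without reads in a single strain, other than the block in OY337, were 17 in ALS159, 8 in AR16, 4 in UK3-41 and 1 each in OY350 and UK2-32. They include am (NCU01195) in UK3-41, with 0 counts in that strain and at least 188 CPM in each library of the other strains, and NCU03444 in UK2-32, with 0 counts and at least 26.0 CPM elsewhere. In AR16, 3 neighbouring genes on LG VI (NCU05921, NCU05920 and NCU05919) had 0, 0 and 2 counts. All were chosen after their values were seen, and no explanation was tested.

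The gene trp-2 (NCU05129), near a junction of OY329, had a log2 fold change of 0.57 in OY329 (adjusted p = 0.0222 from edgeR). Without OY329 replicate 1 it was 0.04.

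OY320 had a pair of specific read-pair calls joining LG II at 572643 and 572644 to LG VI at 684039 and 684040, with 5 and 18 reads. The LG II ends lie 510 and 511 bp beyond the LG II window that the paper lists for NM149. No explanation was tested.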
